# Clinically relevant orthotopic xenograft models of patient-derived glioblastoma in zebrafish

**DOI:** 10.1242/dmm.049109

**Published:** 2022-04-26

**Authors:** Xiaolin Ai, Zengpanpan Ye, Chaoxin Xiao, Jian Zhong, Joseph J. Lancman, Xuelan Chen, Xiangyu Pan, Yu Yang, Lin Zhou, Xiang Wang, Huashan Shi, Dongmei Zhang, Yuqin Yao, Dan Cao, Chengjian Zhao

**Keywords:** Zebrafish, Glioblastoma, Heterogeneity, Blood–brain barrier, PDX, PDOX

## Abstract

An accurate prediction of the intracranial infiltration tendency and drug response of individual glioblastoma (GBM) cells is essential for personalized prognosis and treatment for this disease. However, the clinical utility of mouse patient-derived orthotopic xenograft (PDOX) models remains limited given current technical constraints, including difficulty in generating sufficient sample numbers from small tissue samples and a long latency period for results. To overcome these issues, we established zebrafish GBM xenografts of diverse origin, which can tolerate intracranial engraftment and maintain their unique histological features. Subsequent single-cell RNA-sequencing (scRNA-seq) analysis confirmed significant transcriptional identity to that of invading GBM microtumors observed in the proportionally larger brains of model animals and humans. Endothelial scRNA-seq confirmed that the zebrafish blood–brain barrier is homologous to the mammalian blood–brain barrier. Finally, we established a rapid and efficient zebrafish PDOX (zPDOX) model, which can predict long-term outcomes of GBM patients within 20 days. The zPDOX model provides a novel avenue for precision medicine of GBM, especially for the evaluation of intracranial infiltration tendency and prediction of individual drug sensitivity.

## Abstract (precis)

**Editor's choice:** We established zebrafish glioblastoma (GBM) xenograft models that can be used to perform genetic and biological analysis of GBMs, identify blood–brain barrier-penetrating drugs and predict clinical sensitivity to temozolomide in GBM patients.

## INTRODUCTION

Glioblastoma (GBM) is the most common and lethal primary brain tumor. Despite considerable effort over the past 30 years dedicated to drug development in oncology, more than 90% of novel therapeutics fail in human trials (Hutchinson and Kirk, 2011; Zhou et al., 2020). There are numerous reasons for this high failure rate, the most significant of them being the lack of reliable preclinical models to screen therapeutics prior to use in patients (Kamb, 2005). In fact, many promising drug candidates for GBM have failed during the preclinical phases of development due to the blood–brain barrier (BBB) (Pardridge, 2005). In addition, developing efficient and reliable GBM animal models could enhance the drug discovery process for this disease and would be an especially powerful tool to stratify patient response for personalized medicine. To address this need, patient-derived orthotopic xenograft (PDOX) models have been successfully established in mice, which allow the study of GBM pathogenesis and drug efficacy in the context of a whole animal (Kitange et al., 2009). However, the mouse-based GBM PDOX models are not widely used to evaluate tumor heterogeneity, for ‘co-clinical trials’ or for rapid therapeutic screens. This is because their success rate is highly variable (0-90%), and there is a long latency window following engraftment (2-11 months) (Patrizii et al., 2018; Xu et al., 2018). Therefore, to increase their utility, GBM PDOX models need to produce clinically relevant data faster.

One approach to improve GBM PDOX models is by establishing an alternative or complementary vertebrate model. Zebrafish larvae are one possibility and have advantages that can augment findings from a rodent-based GBM PDOX model, including immune tolerance, transparency for enhanced cellular resolution and the speed at which large numbers of transplants can be performed (Ai et al., 2020; Shi et al., 2020; White et al., 2013). The use of zebrafish as a tumor xenograft model is supported by recent studies confirming that primary human tumors can robustly propagate in zebrafish larvae (Fior et al., 2017; Mercatali et al., 2016). However, the zebrafish-based GBM xenograft model is still not widely utilized in the brain tumor research field (Pudelko et al., 2018; Wehmas et al., 2016). There are several possible reasons for the lack of utilization. First, in previous zebrafish studies, a thorough histopathological characterization of implanted GBM xenografts was lacking, leaving it unclear whether zebrafish GBM xenografts accurately phenocopy the specific intracranial infiltration and vascularization features of the GBM observed in human and rodent models. Second, it is unclear whether a zebrafish GBM xenograft can efficiently identify BBB-penetrating drugs with *in vivo* activity. Therefore, a profound understanding of pathological behaviors of implanted GBM cells and the brain microenvironment of zebrafish larvae is fundamental for establishing the zebrafish model as a reliable human GBM orthotopic xenograft model and using it for therapeutic testing and drug screens.

Here, we began the validation of the zebrafish GBM xenograft model by orthotopically injecting various GBM cells lines that differ in their infiltration and angiogenic properties. We demonstrated that all GBM tumor cells tested can robustly propagate in zebrafish brain and consistently recapitulate their unique pathological characteristics when growing in mammal brains. Next, by using BBB tracers and scRNA-seq, we demonstrated that the BBB in zebrafish larvae is functionally and molecularly homologous to the mammalian BBB. Based on this information, by using primary patient-derived GBM cells, we successfully established a reliable protocol for zebrafish-based GBM PDOX and used it to evaluate the intracranial infiltration tendency and predict long-term individual drug sensitivity. With these advances, we anticipate that the GBM zPDOX model can be widely adopted as a co-clinical test to rapidly define the unique intracranial infiltration potential and therapeutic response of an individual patient's GBM sample. This new zPDOX model should shorten the time required to obtain the preclinical data needed for clinical management of GBM and help further establish precision medicine for GBM as a viable clinical approach.

## RESULTS

### Zebrafish orthotopic xenografts recapitulate the histological features of specific GBM tumors

As the adaptive immune response of zebrafish is not fully established until the end of first month, our previous studies have shown the zebrafish larva to be a versatile host for orthotopic xeno-implantation of human glioma cells (U87MG and U-251MG) (Zeng et al., 2017; Zhao et al., 2018). However, to be considered reliable (or faithful), an orthotopic GBM xenograft model should accurately display the functional heterogeneity that is known to exist both within a tumor and between tumors. To assess the ability of the zebrafish model to reveal GBM heterogeneity, we compared the outcomes of zebrafish xenografts with what has previously been reported in rodent models for three of the most frequently used GBM cell lines (rat C6, human U87MG and mouse GL261).

To comprehensively track the intracranial invasion and vascularization of GBM xenografts within the zebrafish brain, we employed transparent Nacre/*kdrl*:EGFP zebrafish to visualize all vasculature using fluorescence microscopy (Fig. 1A). By testing implantation at different stages with different cell numbers and volumes, we found that injecting ∼100 GBM tumor cells (Fig. S1) into the optic tectum (TeO) of zebrafish larvae at 3 days postfertilization (dpf) is optimal for GBM orthotopic xenograft (Fig. 1B), yielding a high success rate and enabling a long observation time window (∼10 days) for tumor progression before lethality became significant.

**Fig. 1.**
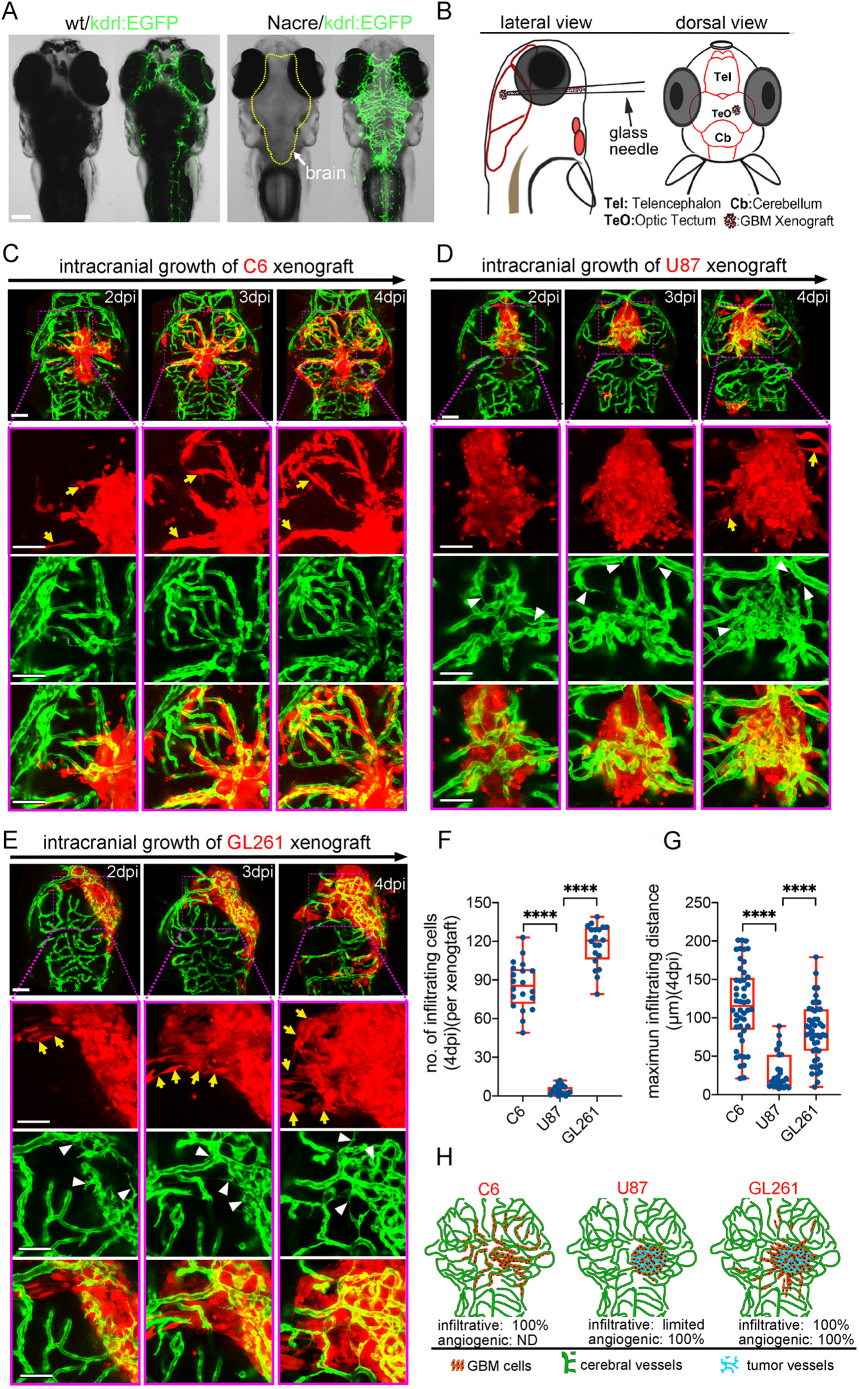
**Zebrafish orthotopic xenografts reveal the specific *in vivo* histopathological features of implanted glioblastoma (GBM) tumor cell lines.** (A) Fluorescence stereomicroscopy of Nacre/*kdrl*:EGFP zebrafish larvae, showing the clear brain vasculature. (B) Strategy of intracranial implantation of glioma cells into zebrafish larvae. (C) Live tracking of rat C6 xenografts shows extremely infiltrative growing pattern (yellow arrows) associating with rare angiogenesis. (D) Live tracking of human U87MG xenografts shows limited intracranial infiltration, but efficient tumor angiogenesis (white arrowheads). (E) Live tracking of mouse GL261 xenografts shows extremely infiltrative growing pattern (yellow arrows) associating with intensive angiogenesis (white arrowheads). (F,G) Box and whisker plots showing the number of infiltrating cells (per xenograft) (F) and maximum infiltrating distance (G) of each identified invading cell from the xenograft edge at 4 days postinjection (dpi). Median (minimum and maximum) values are 85.5 (49-111), 3 (0-12) and 122 (79-139) in F, and 115.5 (21-201), 18 (8-89) and 79 (10-179) in G, for C6, U87MG and GL261, respectively. *n*=6-9 brains were counted for each tested GBM xenograft. (H) Graph showing the progressing patterns of individual GBM xenografts in the zebrafish brains. Scale bars: 100 µm.

Two days postinjection (dpi), C6 xenografts initiated intensive infiltration along the cerebral capillaries, with some of the invading C6 cells extending pseudopodia and migrating into parenchyma (Fig. 1C; Fig. S2). However, despite extensive infiltration during the first week, tumor neovascularization was never detected in the tumor core of C6 xenografts in zebrafish brain (*n*=0/236). This is similar to the behavior of C6 cells in the brain of syngeneic Wistar rats, in which a diffuse infiltrative growth pattern along with rare neovascularization is observed (Farin et al., 2006; Grobben et al., 2002).

We next tested the human U87MG cell line, which displays a distinct histopathological characteristic from the C6 cells. When orthotopically implanted in immunocompromised mice, U87MG tumor cells propagate as a well-demarcated tumor mass and rarely infiltrate into brain parenchyma. However, like GBM in patients, U87MG tumors are highly vascularized, making it the most commonly used GBM cell type to study GBM angiogenesis and evaluate antiangiogenic therapeutics (Jacobs et al., 2011). Using the same approach for evaluating C6 glioma cells, we tracked the progression of U87MG xenografts in zebrafish brains for 1 week following implantation. From 2 dpi, like the observation in mouse brain, U87MG xenografts initiated intensive angiogenesis and formed complex tumor vasculature within the xenografts (Fig. 1D). However, during this period, the number of U87MG cells invading into the surrounding parenchyma was very limited (Fig. 1F,G).

Finally, we tested the mouse GL261 GBM cell line, which displays many of the same histopathological features of primary human GBM. When implanted into the mouse brain, GL261 tumor cells are extremely infiltrative and induce extensive tumor angiogenesis within the tumor (Baker et al., 2014). As expected, like observations in the brain of syngeneic mice, GL261 xenografts in zebrafish brain displayed infiltrative growth pattern along with hyper-vascularization in the xenograft core (Fig. 1E). Interestingly, compared with C6 and U87MG cells, we found that GL261 cells had distinct intracranial infiltration characteristics depending on their location. At the very front margin of the infiltration, GL261 tumor cells preferred to invade along the host cerebral vessels, while GL261 cells closest to the tumor mass preferentially invaded as cell groups into the parenchyma (Fig. 1F,G). These results indicated high heterogeneity of infiltrating patterns of GBM cells between tumors (Fig. 1H).

Importantly, besides the distinct pathological features displayed by zebrafish orthotopic xenografts compared with the different GBM cell lines, we found that the pathological phenotype within the intracranial xenografts from individual GBM cell lines was extremely stable and homogeneous (Fig. S3). As GBM cell lines are genetically stable and lose their intratumoral heterogeneity after passage cultivation (da Hora et al., 2019), we conclude that the zebrafish orthotopic xenografts faithfully reveal the intratumor heterogeneity between the tested GBM cell lines and the intratumor homogeneity within each tested GBM cell line.

In order to test patient-derived glioma stem cells (GSCs) in our zebrafish models, two GSCs (BNI-21, BNI-23) (Zhai et al., 2020) from Beijing Neurosurgical Institute GSC bank that originally derived from primary GBM patients were tested. These two GSCs were implanted into the zebrafish brain as described previously. Staining of GCSs xenografts with 5-ethynyl-2-deoxyuridine (EdU) at 5 dpi showed the intensive GSC proliferation in zebrafish brain (Fig. S4). Compared with GBM-BNI21, GBM-BNI23 showed a typical infiltrative growth pattern in zebrafish brain, indicating its potential usage in intracranial invasion studies. However, the growth patterns of both tested GCS cell lines within the zebrafish brain were stable and homogeneous, which is similar to the previously tested serum-grown glioma cell lines.

In summary, all tested GBM cells showed their unique infiltrative and angiogenic pathological features when progressing in zebrafish brain (Fig. 1H), matching what has previously been observed in rodent orthotopic models and demonstrating the fidelity of zebrafish orthotopic GBM xenografts in retaining the specific histopathological features of implanted GBM cells.

### scRNA-seq reveals the transcriptional adaption of GBM cells in zebrafish brain

Physiological microenvironment has a significant impact on the transcription of tumor cells, which not only affects tumor progression but also therapeutic outcome (Hutchinson and Kirk, 2011). To investigate the transcriptional changes that may arise, zebrafish were implanted with GBM-U-251MG-mCherry cells, which showed a more typical infiltrative growth pattern in the zebrafish brain and facilitate comparison of transcriptome changes of infiltrating cells in the zebrafish brain. GBM-U-251MG-mCherry cells were allowed to form widespread, tumor invasions for 4 days. At 4 dpi, the core area and tumor invasion area of glioma xenografts were removed. Finally, scRNA-seq was applied to compare the transcriptome of GBM-U-251MG-mCherry cells isolated from zebrafish orthotopic xenografts with that of *in vitro* cultured cells (Fig. 2A).

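The series lists 22 GBM samples and its tables hold 21 cells each. Reads from 21 GBM cells were examined, and 17 of these cells were placed in a group. U-251MG is an established human glioblastoma cell line, and mCherry is the red fluorescent protein by which its cells were picked from the suspension. The sample labels describe every GBM cell as implanted, the cells that Fig. 2C and Fig. 2E number as cultured among them. The cultured group therefore goes against the labels and was taken from the figure's numbers. Over the genes of Fig. 2E, the colours of figure cells 1, 2 and 3, read by eye, correlated best with the deposited cells of those numbers (r of 0.941, 0.938 and 0.912). The groups were taken from the cell numbers in Fig. 2C and Fig. 2E where every reading of the labels' numbers gave the same group. This placed 3 cells from culture, 8 core cells and 6 infiltrating cells, and core and infiltrating cells together are called xenograft cells. The paper reports 4 cells from culture, 9 from the core area and 8 from the invasion area. The remaining 4 cells with counts were left out of every comparison except one alternative, in which each took the group of its number. The names of 2 of these cells differ between the tables of counts and of FPKM, and that alternative follows the numbers of the FPKM table, which run from 1 to 21 as in Fig. 2E. By these numbers, the colours of left-out cells 4, 13 and 21 also correlated best with the cell of the same number (r of 0.813, 0.885 and 0.906). Those of left-out cell 20 did not. No cell was grouped by such a match. The labels give 3 to 5 days after implantation, whereas the paper gives 4 days. Each library was made from 1 cell by the Smart-seq2 protocol, which amplifies full-length cDNA without molecular identifiers, so that reads are not independent molecules. The labels also name a droplet protocol, but every library holds 1 cell. The authors aligned the reads with STAR and deposited reads per Ensembl gene without normalization, together with FPKM. How the reads were assigned to overlapping genes, and whether strand was used, is not given in the sources used here. Reads counted on genes ranged from 1939564 to 2691194 per cultured cell with a median of 2677236, from 1437782 to 2929559 per core cell with a median of 2266156, and from 2116746 to 2532682 per infiltrating cell with a median of 2233905. Thinned to 1437782 reads per cell, the median number of genes detected was 11080 in cultured cells, 11382 in core cells and 10435.5 in infiltrating cells, against 11552, 11628.5 and 10707 without thinning. Between 23.4% and 52.9% of a cell's reads on genes fell on 4 long non-coding RNA entries without a gene symbol in the files. These entries were tallied as ribosomal RNA. Over the 17 cells, 3 of them held nearly the same count, with 4139341, 4139170 and 4139002 reads, so they may not be separate transcripts. For each gene, the reads of a group's cells were summed and divided by the summed reads on genes of those cells, which gives CPM. The log2 ratio between groups carries a 95% interval from the exact conditional binomial distribution, and a sum of reads carries an exact Poisson interval. Both cover counting error only. No animal or culture is named for any cell, so each group counts as 1 sample, no test was made between groups, and the spread is given as the median and range over cells.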

**Fig. 2.**
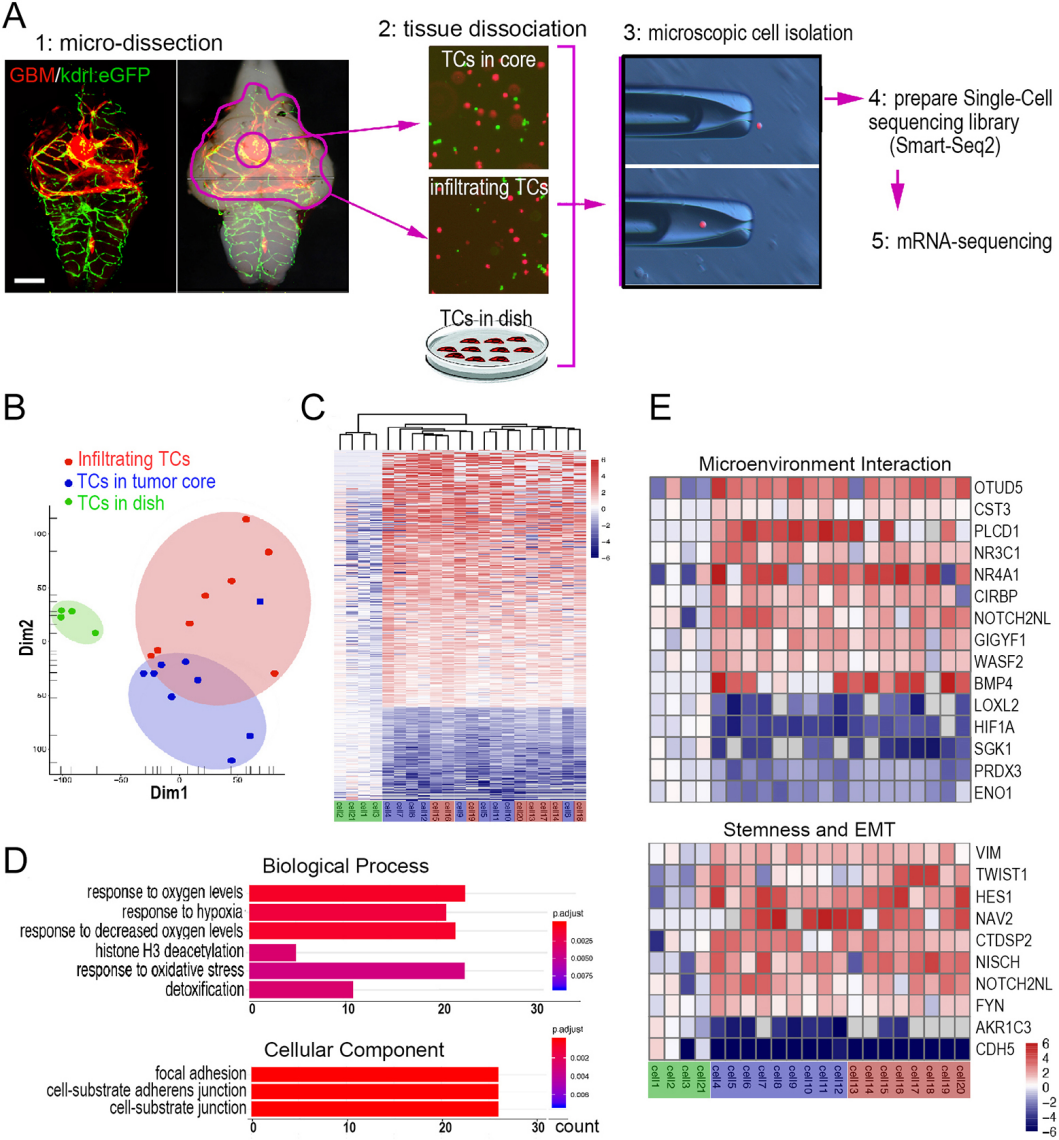
**Single-cell RNA-sequencing (scRNA-seq) reveals the adaptive changes in the transcriptome of GBM xenografts in the zebrafish brain.** (A) Schematic showing the strategy for isolating single GBM-U-251MG-mCherry cells by micromanipulation and preparation of a scRNA-seq library basing on Smart-Seq2 protocol. Scale bar: 100 µm. (B) Principal component analysis (PCA), based on the most variable genes of 21 GBM-U-251MG-mCherry cells, showing distinct patterns of cell clustering. (C) Unsupervised hierarchical cluster analysis, based on all significant differentially expressed genes, showing the similarity of transcriptomes. (D) Gene ontology (GO) pathway enrichment analysis, based on the dysregulated differentially expressed genes between the *in vitro* cultured GBM-U-251MG-mCherry cells and those isolated from xenografts. Count, number of genes related to the enriched GO. The color of the bars denotes the *P*-value. (E) Heatmap based on the differentially expressed genes of cells from xenografts versus *in vitro* cultured cells. TC, tumor cell.

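Principal components were computed from log2(FPKM + 1) of the 17 cells, over the 2000 most variable of the 14244 genes with an FPKM of 1 or more in at least 2 cells. PC1 held 12.7% of the variance and PC2 held 11.4%. The 3 cultured cells lay between 31.9 and 33.1 on PC2, whereas the 14 xenograft cells lay between -30.6 and 26.5. On PC1 the ranges overlapped, with -32.5 to 0.396 in cultured cells and -28.1 to 51.4 in xenograft cells. The mean silhouette width, which is 1 for groups fully apart and 0 or below for groups that overlap, was 0.342 over the first 2 components. Among the settings that keep all cells, FPKM without a logarithm moved it most, to 0.0131. Without cultured cell 3 it was -0.0139 and without cultured cell 1 it was 0.00264, so the separation on these components needed both of these cells. Across the 14244 genes, the median Pearson's r was 0.852 between cultured cells, 0.715 between xenograft cells and 0.734 between a cultured and a xenograft cell. By this r, each of the 3 cultured cells had another cultured cell as its closest cell, and 12 of the 14 xenograft cells had another xenograft cell. Xenograft cells are the larger group, so group sizes alone give most of them a xenograft neighbour, and their count is no sign of separation.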

Principal component analysis (PCA) showed that cultured GBM tumor cells consistently clustered together and apart from the cells isolated from zebrafish brain (Fig. 2B). Within the cluster harboring GBM cells from zebrafish brain, core cells (tumor cells in xenograft core) and infiltrating cells (tumor cells infiltrating in parenchyma) were mixed. 

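Core and infiltrating cells overlapped on the plane of the first components. Core cells ranged from -25.5 to 51.4 on PC1 and from -30.6 to 26.5 on PC2, and infiltrating cells from -28.1 to 29.5 and from -28.3 to 6.21. Core cells 5, 10 and 11 lay above every infiltrating cell on PC2. The mean silhouette width of the areas was -0.0654. Among xenograft cells alone, 6 of 14 had a cell of their own area as the closest by Pearson's r across genes, where the group sizes alone give 6.62. The median r was 0.699 between core cells, 0.741 between infiltrating cells and 0.716 between the areas. Over 12348 genes with at least 10 summed reads in each area, the median absolute log2 ratio of core over infiltrating cells was 0.48. No such ratio was computed between cells of 1 area, so the part of it that is spread between cells is open. The highest ratio among genes with at least 50 CPM in the higher group and at least 5 reads in each of its cells was that of IFIT3, 7.74 on the log2 scale. It rested on few cells, since the median over core cells was 15.0 CPM and the highest 5470 CPM. WARS at 2.96, IDI1 at 2.68, PDLIM7 at 2.08 and HLA-B at 2.06 followed. The ratio of WARS rested on few cells as well and the medians went the other way, 58.7 CPM in core and 103.9 CPM in infiltrating cells. The medians of IDI1 were 34.5 and 26.8 CPM, with a highest core cell at 1022 CPM, and those of PDLIM7 67.6 and 37.7 CPM, with a highest core cell at 932 CPM. HLA-B belongs to a multigene family whose reads are uncertain. The lowest ratios were those of SPTSSA at -2.37, SLC2A1 at -2.33, AMOTL2 at -2.12, KRT8 at -2.04 and NR2C1 at -2.04. With cells assigned by number, IDI1 was at 2.09, SPTSSA at -1.57, KRT8 at -1.04 and NR2C1 at -1.13, whereas SLC2A1 and AMOTL2 moved by less than 1.5 times. KRT8 ranged from 275 to 4920 CPM in core cells and from 2595 to 13351 CPM in infiltrating cells.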

Unsupervised hierarchical cluster analysis was also used to computationally compare gene expression profiles of the 21 sequenced cells and gave similar results (Fig. 2C). 

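For the 17 placed cells, average linkage on 1 minus Pearson's r of log2(FPKM + 1) used all 14244 expressed genes, so that no gene was chosen for its difference between groups. The paper clustered on its differentially expressed genes. The 3 cultured cells formed a branch that held no xenograft cell. This branch was not the first to part, however, as the first split separated 1 core cell, cell 7, from all 16 others, and 13 xenograft cells shared a side with the cultured cells. The top split lay at a distance of 0.316 and the next at 0.310. With complete linkage the first split left 11 xenograft cells on the side of the cultured cells, and with the Euclidean distance of FPKM it left 10. In the last case, the smallest branch with all 3 cultured cells also held 10 xenograft cells.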

Gene ontology (GO) analysis was performed to characterize and group all differentially expressed genes between these two populations (adjusted *P*<0.005; upregulated, 346; downregulated, 126) (Table S1). In addition, in zebrafish xenograft-derived GBM cells, significant GO enrichment categories relevant to tumor metastasis were obtained, including cell migration and hypoxia response (Fig. 2D).

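The paper's test took single cells as replicates, which was not repeated here. Over 11119 genes with at least 10 summed reads in each group, the median absolute log2 ratio of xenograft over cultured cells was 0.62. Among the settings that keep all cells, the difference of the medians over cells moved it most, to 0.70, and without cultured cell 2 it was 0.74. No such ratio was computed between cells of 1 group, so the part of it that is spread between cells is open. Genes were then named by size alone, among those with at least 50 CPM in the higher group and at least 5 reads in each of its cells. The highest ratio was that of PPP1R15A (ENSG00000087074, chromosome 19, 48872392 to 48876057), at 4.62, from 44 reads in cultured cells (95% Poisson interval 32.0 to 59.1) to 4642 in xenograft cells (4509 to 4777), or 6.02 and 148 CPM. Coordinates are those of GENCODE v29 on GRCh38, which lists 58039 of the 58302 identifiers in the files, as the paper writes its build as GRCh39. ARID5B at 3.55, TXNIP at 3.03, NPIPB4 at 2.87 and WARS at 2.81 followed. NPIPB4 belongs to a family of near-identical copies and its reads are uncertain. WARS rested on few cells: its median was 73.3 CPM in xenograft cells and 75.8 CPM in cultured cells, and the difference of the medians gave -0.047. Without core cell 11 its ratio was 1.68. The lowest ratios were those of KLHL4 at -7.36, SLC6A12 at -7.19, ALPI at -6.29, AKR1B1 at -6.25 and PSCA at -6.11. AKR1B1 (ENSG00000085662, chromosome 7, 134442350 to 134459284) was the most abundant of these, with 19611 CPM in cultured cells and 258 CPM in xenograft cells. Every xenograft cell, at 68.0 to 1059 CPM, lay below every cultured cell, at 16257 CPM or more. Of the others, KLHL4 was at -13.06 without core cell 10, SLC6A12 at -7.85 without core cell 5, and ALPI at -5.01 without cultured cell 1, -7.04 without core cell 7 and -6.98 without infiltrating cell 17. ARID5B was at 4.45 without cultured cell 2, and NPIPB4 at 3.99 without cultured cell 3. PPP1R15A, TXNIP, AKR1B1 and PSCA moved by less than 1.5 times when any one cell was left out, but PPP1R15A was at 3.42 with cells assigned by number and at 3.97 as the difference of the medians.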

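The direction of the hypoxia response was described with a list of 34 known targets of hypoxia-inducible factor, 33 of which were found in the files under their symbol. The GO analysis itself was not repeated. Of the 33 genes, 27 were lower and 6 higher in xenograft cells than in cultured cells, with a median log2 ratio of -1.25. All 10000 random lists of the same size, matched on expression, had a higher median, with 95% of them between -0.39 and 0.44. This describes these cells and is no test between conditions. CA9 was at -6.44 on the log2 scale, EGLN3 at -3.44, DDIT4 at -2.92 and LDHA at -2.26. Among the genes that rose were MXI1 at 3.64 and LOX at 1.08, and SLC2A1 was at 0.21. The rise of SLC2A1 was not that of the median cell. Its median over xenograft cells was 5.76 FPKM, with a highest cell at 77.2 FPKM, whereas the lowest cultured cell was at 9.15 FPKM. HIF1A, which encodes the oxygen-regulated subunit of the factor, went from 1152 CPM in cultured cells to 115 CPM in xenograft cells. These values are of RNA, and neither the protein nor its activity was measured in these data. The list shares 9 genes with a list of 17 glycolytic enzymes, all 17 of which were lower, with a median of -1.25 as well. Without the shared genes the median of the hypoxia targets was -0.92, and over the mean FPKM of cells it was -1.49. With any one cell left out, it stayed between -1.44 and -1.17. For cell migration, a list of 28 mesenchymal genes had 21 with at least 10 reads, of which 14 were higher and 7 lower. Its median of 0.73 lay above 98.5% of matched random lists. This share fell to 92.7% without cultured cell 3 and to 93.8% without cultured cell 2. With 7 of the 17 cells left out in turn it lay within the central 95% of random lists. It also lay there, at 95.7%, when all cells were kept and a gene needed at least 100 summed reads. The list holds 4 genes that the study names.

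**Figure D1:**
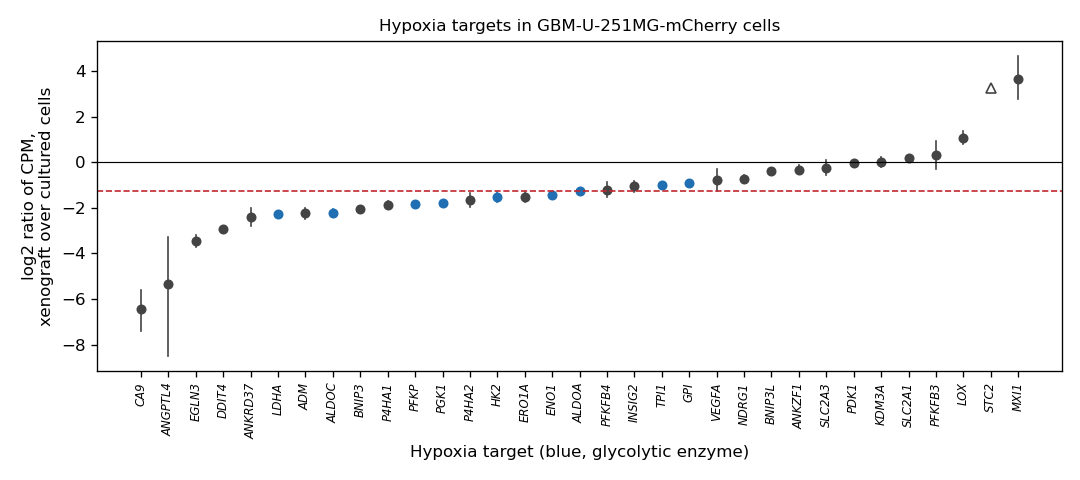
Each point is one of the 33 hypoxia targets, with the log2 ratio of CPM in xenograft over cultured cells on the vertical axis and the 95% counting interval as a bar. Glycolytic enzymes are blue, the open triangle (STC2, no read in cultured cells) is a lower bound, and the dashed line marks the median of -1.25.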

Several genes enriched in zebrafish GBM xenografts were highly relevant to epithelial-to-mesenchymal transition and cell migration, including upregulated *VIM*, *TWIST1* and *CTDSP2* (interact with *SNAI1*) and downregulated *CDH5* (Fig. 2E). 

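VIM (ENSG00000026025, chromosome 10, 17228259 to 17237593) encodes the intermediate filament vimentin. It had 564 reads in cultured cells (95% Poisson interval 518 to 613), or 77.2 CPM, and 8129 reads in xenograft cells (7953 to 8308), or 260 CPM. The log2 ratio was 1.75 [1.63, 1.88], and all 14 xenograft cells, at 180 to 386 CPM, lay above the highest cultured cell at 106 CPM. CTDSP2 (ENSG00000175215, chromosome 12, 57819927 to 57846739) went from 42 to 1246 reads, a log2 ratio of 2.79 [2.35, 3.27]. It was higher than in any cultured cell in 12 of 14 xenograft cells. The ratio was 2.13 without cultured cell 1 and 3.72 without cultured cell 2. TWIST1 (ENSG00000122691, chromosome 7, 19020991 to 19117672) had 1 read in the cultured cells and 283 in the xenograft cells, a log2 ratio of 6.05 [3.56, 11.35]. Reads were found in 13 of 14 xenograft cells, a share of 92.9% (exact binomial interval 66.1 to 99.8%). That interval takes the cells as independent draws, although no animal is named for them. The median was 1.96 CPM in core cells and 12.0 CPM in infiltrating cells, and the log2 ratio of core over infiltrating cells was -2.72, or -1.76 with cells assigned by number. Without cultured cell 2, which held that read, the ratio was at least 3.80 on the log2 scale against a floor of 3 reads over the group, and without cultured cell 1 it was 5.38. With the 4 other cells assigned by their number the ratio of xenograft over cultured cells was 2.96. SNAI1 (ENSG00000124216, chromosome 20, 49982999 to 49988886) had 2 reads in cultured cells and 38 in xenograft cells, found in 4 of 14 cells. Its log2 ratio of 2.15 had an interval of 0.20 to 5.25, and the median was 0 in both groups. It was 1.49 without cultured cell 1, 1.43 without core cell 8 and, with no cultured read left, at least 0.91 without cultured cell 2. CDH5 (ENSG00000179776, chromosome 16, 66366622 to 66404786), the gene of VE-cadherin, had 171 reads in cultured cells and 1 read in xenograft cells, a log2 ratio of -9.52 [-14.83, -7.02]. The third cultured cell had no read, so the difference rested on 2 cultured cells at 43.1 and 20.5 CPM. It was -8.54 without cultured cell 1, and -7.82 or lower without core cell 12, which held the single xenograft read. Of the other genes that Fig. 2E groups under stemness and this transition, NISCH was at 4.49, HES1 at 5.31 (4.65 without cultured cell 1 and 5.98 without cultured cell 2) and FYN at 5.95 with 2 cultured reads (5.29 without cultured cell 1 and, with no cultured read left, at least 4.71 without cultured cell 2). NAV2 had no cultured read and was at least 37.8-fold higher, or at least 24.9-fold without core cell 5 and 23.9-fold without cultured cell 1. AKR1C3 was at -5.13, with reads that are uncertain because of close paralogs. When the 10 genes with the most reads were left out of the totals, all ratios of xenograft over cultured cells shifted by 0.21. The paper names higher VIM, TWIST1 and CTDSP2 and lower CDH5 among the xenograft genes it calls highly relevant to cell migration and epithelial-to-mesenchymal transition.

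**Figure D2:**
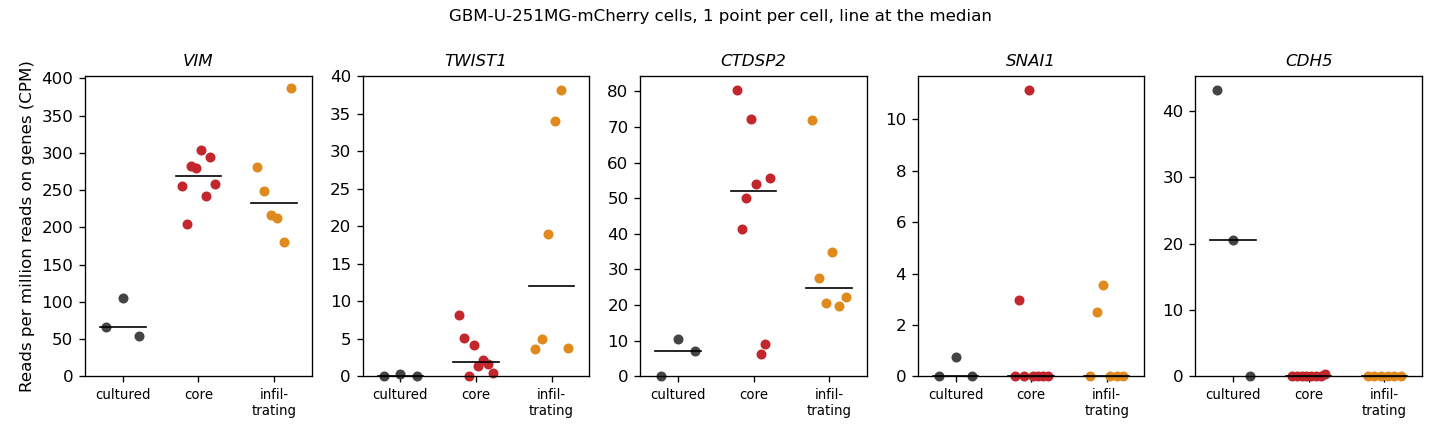
CPM of the 5 genes in each cultured, core and infiltrating cell, with 1 point per cell, a linear axis from 0 in each panel and a line at the median of the group. VIM separates all cultured from all xenograft cells, whereas SNAI1 is at 0 in 10 of 14 xenograft cells.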

Within the GBM xenograft cells, we also noticed upregulation of genes that can impact the cerebral microenvironment (Fig. 2E). 

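Fig. 2E labels 24 genes, of which 23 have an entry under that symbol in the files. Of the 22 with enough reads for a ratio, 15 were higher and 7 lower in xenograft cells, each in the direction that the colours, read by eye, show. The figure shows differentially expressed genes of the same cells. The match therefore checks the deposited values against the figure and adds no support for the changes. NR4A1 rose the most among the genes that the figure groups under interaction with the microenvironment and that had reads in both groups, from 9 to 1865 reads, at 5.60 on the log2 scale. It was at 6.52 without cultured cell 2 and at 4.93 without cultured cell 1, and it ranged from 4.18 to 5.95 over the other alternatives. OTUD5 was at 2.91, but at 6.20 without cultured cell 2 and 2.29 without cultured cell 1. NR3C1 was at 2.15, GIGYF1 at 1.83, CIRBP at 1.75, WASF2 at 1.23 and CST3 at 0.92. BMP4 had no read in cultured cells and 415 in xenograft cells, at least 32.3-fold more. Without infiltrating cell 18 it was at least 17.1-fold more, and without cultured cell 1 at least 20.4-fold. Infiltrating cells held 366 of these reads. LOXL2 was lower in xenograft cells at -2.98, HIF1A at -3.32, SGK1 at -3.59, PRDX3 at -1.48 and ENO1 at -1.46. PLCD1 had no read in any of the 17 cells, which allows up to 0.0777 CPM over their 38606560 reads.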

We suggest that the transcriptional identity of zebrafish GBM xenograft cells is characteristic of GBM tumor cell adaption to the *in vivo* physiological environment of the brain and therefore more likely to resemble invading GBM microtumors observed in the proportionally larger brains of model animals and humans.

### Characterization of the zebrafish BBB and modeling its interaction with GBM xenografts

To develop effective GBM drugs, it will be critical to design and evaluate modalities that can circumvent or overcome the BBB associated with GBM cells. 

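Counts of 12 single ECs were examined, 9 from the brain and 3 from the body trunk, as many as the paper reports. The cells were picked by the fluorescence of the kdrl:EGFP transgene, which marks endothelium, from larvae at 5 days post fertilization (dpf). Libraries were made by Smart-seq2, 1 per cell, and the authors deposited reads per Ensembl gene and FPKM for 31953 zebrafish genes. Reads counted on genes ranged from 383051 to 2324053 per cerebral EC with a median of 950681, and from 403958 to 790551 per trunk EC with a median of 611093. Thinned to 383051 reads per cell, cerebral ECs had a median of 4546 genes detected, with a range of 3117 to 9810, and trunk ECs had 3158, with a range of 2694 to 4142. Without thinning the medians were 5092 and 3348 genes. In cerebral EC D3 a single gene took 38.4% of the reads, and the 10 most-counted genes of a cell took a median of 32.4% in cerebral and 20.2% in trunk ECs. The files give no gene symbols and pair none with the identifiers, so genes are given by identifier. No larva is named for any cell, so each group counts as 1 sample, there is no test between groups, and intervals cover counting error only.

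**Figure D3:**
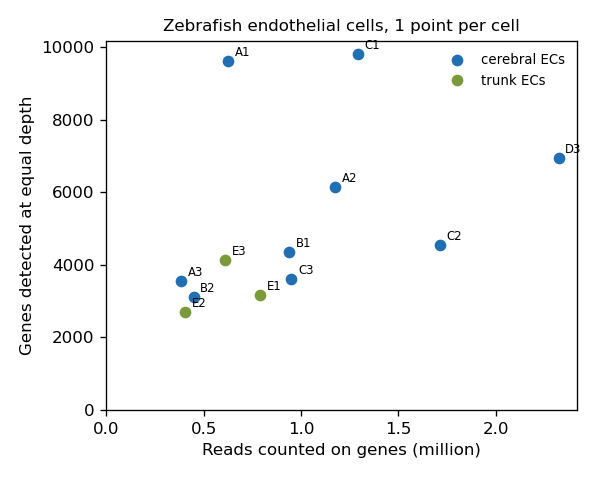
Each point is 1 EC, with the reads counted on genes on the horizontal axis and the genes detected after thinning to 383051 reads on the vertical axis. Cerebral ECs spread from 3117 to 9810 genes, and the 3 trunk ECs lie between 2694 and 4142.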

To molecularly characterize the BBB in zebrafish larvae, we began our investigation by using scRNA-seq to characterize the transcriptomes of endothelial cells (ECs) isolated from the brain and from the body trunk of zebrafish larvae (5 dpf) (Fig. 3A). 

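Clustering of the 12 ECs used log2(FPKM + 1) of 11303 genes with an FPKM of 1 or more in at least 2 cells, with average linkage on 1 minus Pearson's r. The study's clustering in Fig. 3B used differentially expressed genes. The 3 trunk ECs formed a branch without any cerebral EC. The first split, however, set 3 cerebral ECs, C1, C2 and D3, apart from the other 9 cells, so that 6 cerebral ECs shared a side with the trunk ECs. With the Euclidean distance of log2(FPKM + 1), the first split separated the 3 trunk ECs from all 9 cerebral ECs. With Spearman's rho it separated D3 alone. Across genes, the median r was 0.505 between cerebral ECs, 0.586 between trunk ECs and 0.485 between a cerebral and a trunk EC. All 9 cerebral ECs had another cerebral EC as the closest cell, and all 3 trunk ECs another trunk EC. For cerebral ECs, the larger group, group sizes alone already favour this. Over 4320 genes with at least 10 summed reads in each group, the median absolute log2 ratio of cerebral over trunk ECs was 1.32. The centring of all ratios on the median gene moved it most among the settings that keep all cells, to 1.199, and with any one cell left out it stayed between 1.28 and 1.68, the latter without trunk EC E3. It was 1.60 without trunk EC E1 and 1.49 without E2, but at most 1.36 without any 1 cerebral EC. It thus depended on the few trunk ECs. How much of it is spread between cells is open, as no such ratio was computed within a group. The filter drops genes without trunk reads, so the median log2 ratio of -0.86 describes the genes kept and not all genes. By the rule of size used for the GBM cells, the highest ratios were those of ENSDARG00000055791, with 7136 reads in cerebral and 1 read in trunk ECs, and ENSDARG00000035909, with 2890 reads and 1 read. Their log2 ratios were 10.35 and 9.05, with counting intervals of 7.87 to 15.66 and 6.57 to 14.35. Without trunk EC E3, which held both trunk reads, they were at least 8.17 and 6.87, and without trunk EC E1 9.52 and 8.22. The lowest were those of ENSDARG00000045141, with 1 read in cerebral and 464 in trunk ECs at -11.31 (-10.35 without trunk EC E2, and -9.66 or lower without cerebral EC A3), and ENSDARG00000043802, with no cerebral read and 364 trunk reads, at least 662-fold lower against the floor of 3 reads.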

Gene expression profile hierarchical cluster analysis highlighted the differential transcriptomes between cerebral ECs and trunk ECs (Fig. 3B). Using gene set enrichment analysis (GSEA), we then compared the transcriptome of zebrafish cerebral ECs to a set of BBB genes previously identified in humans (Qian et al., 2017) (Table S2). GSEA revealed that most of the BBB-related genes were specifically enriched in the zebrafish cerebral ECs compared with trunk ECs (Fig. 3C). We also observed some previously identified cerebral endothelial genes that are enriched in zebrafish cerebral ECs (*foxc1a* and *foxf2b*) along with *ctnnb* (also known as *ctnnb1*; encodes β-catenin), a factor recently proven to be essential in developing and maintaining BBB integrity (Wang et al., 2019) (Fig. 3D).

**Fig. 3.**
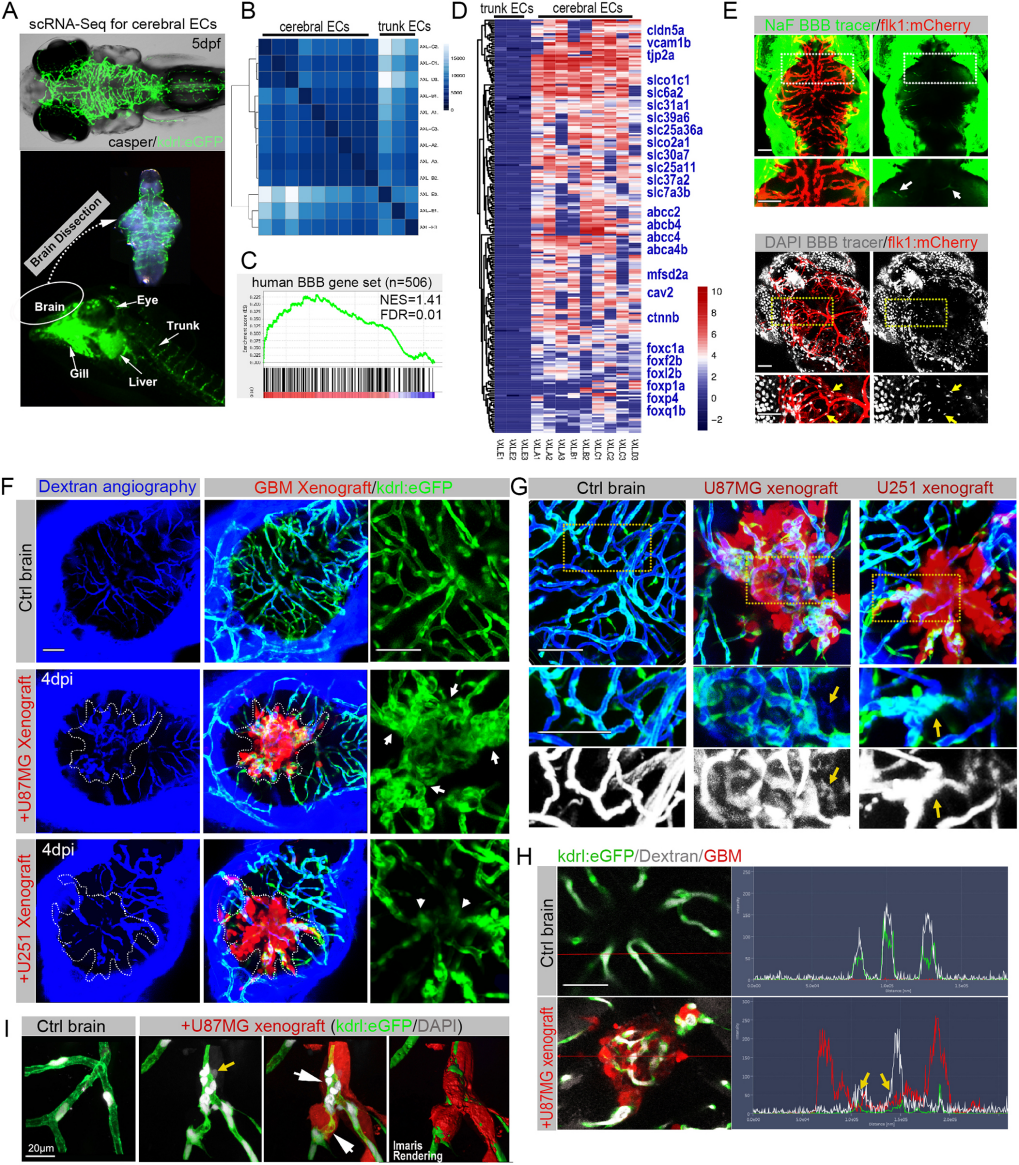
**The zebrafish GBM xenograft provides a visual readout for the structural and functional changes of the tumor-associated blood–brain barrier (BBB).** (A) Schematic showing the strategy of separating cerebral endothelial cells (ECs) from the trunk ECs of zebrafish larvae. (B) Unsupervised clustering analysis based on all significant differentially expressed genes of 12 ECs. (C) Gene set enrichment analysis (GSEA) showing the enrichment of BBB genes in zebrafish cerebral ECs. The BBB gene set contains 506 genes, including tight junction-related genes, solute carrier transporters and ATP-binding cassette transporters. (D) Heatmap showing the enriched BBB genes in zebrafish cerebral ECs compared with the trunk ECs. The bar is log2 scaled. (E) Live fluorescence microscopy of 5 days postfertilization (dpf) zebrafish heads, showing the incapability of small-molecule tracers NaF (376 Da) and DAPI (350 Da) to penetrate the brain parenchyma. Arrows indicate the BBB tracers that are restricted to cerebral capillaries. Areas in the dotted line boxes are magnified below. (F) Fluorescence microscopy of zebrafish cerebral angiography using Dextran Blue (10,000 Da), showing the intensive angiogenesis (arrows) in U87MG xenograft and vascular degeneration (arrowheads) in U-251MG xenograft. Dotted lines indicate the margin of xenografts. (G) High-resolution confocal images of cerebral angiography using Dextran Blue, showing the leakiness (yellow arrows) of tumor vessels in GBM xenografts. Areas in dotted line boxes are magnified below. (H) Fluorescence spectrums of blood vessels with Dextran Blue (white signaling) in control brain or GBM xenograft, showing expansion of Dextran Blue signaling (yellow arrows) beyond the vessel boundaries (green signaling) within the xenografts (red signaling). (I) High-resolution confocal images of DAPI staining, showing the limited leakage of DAPI (yellow arrow) from blood vessels with infiltrating tumor cells (white arrows). Scale bars: 100 µm (E-H), 20 μm (I).

Next, to functionally test the BBB in zebrafish larvae, the BBB tracers were injected 1-2 h before imaging at 5 dpf. Within 1 h following tracer injection, most cells in tissue outside the brain displayed blue nuclear staining [4′,6-diamidino-2-phenylindole (DAPI)] and green cytoplasmic fluorescence (NaF), suggesting free diffusion of tracers. In contrast, in the brain of zebrafish larvae, both tracers were strictly retained in the cerebral vessels, indicating the existence of a functional BBB in the brain of zebrafish larvae (Fig. 3E).

We next sought to characterize the interaction between GBM cells and the BBB in zebrafish brain at 4 dpi (Fig. 3F). Interestingly, the low-molecular-mass dextran tracer was still mainly restricted in tumor vessels, indicating that the tumor-associated BBB was not functionally destroyed (Fig. 3F, left column). Next, we used more sensitive assays, including high-resolution confocal intravital imaging (Fig. 3G) and quantitative diffusion analysis (Fig. 3H), to more carefully characterize the BBB function within the GBM xenografts. Surprisingly, the more sensitive imaging and functional analysis revealed the limited leakage of Dextran Blue and DAPI from the cerebral vessels in the xenografts (Fig. 3G-I). These results indicate that GBM microtumor/xenografts in zebrafish brain, whether angiogenic or infiltrative, do not simply destroy the zebrafish BBB, but instead initiate slow and steady local damage to BBB organization and function, which are consistent with previous investigation in rodent brain (Watkins et al., 2014). In summary, we demonstrate that the zebrafish GBM xenograft model provides a detailed visual readout of structural/functional changes to the BBB in the presence of GBM microtumors/xenografts.

### Using zebrafish orthotopic GBM xenografts to identify BBB-penetrating drugs

Given the resolution and speed at which interactions between GBM xenografts and the BBB can be modeled in zebrafish larvae, we next evaluated the zebrafish GBM xenografts in screening drugs that are potentially able to penetrate the BBB and inhibit GBM tumor cell growth *in vivo*. It is necessary to first examine whether small-molecule chemicals placed in water can enter brain tissue by simple diffusion. To rule out the possibility, by adding in the water, we tested two florescent BBB tracers: NaF and DAPI. We found that the zebrafish skin tissue outside the brain and the muscle cells in the trunk can be efficiently labeled with green NaF and blue DAPI in the nucleus, indicating that the tracers have penetrated most tissue of the zebrafish (Fig. 4A; Fig. S5). The exception is the parenchymal cells of the brain; they are not labeled at all, indicating that NaF and DAPI have not penetrated the brain parenchyma. However, we found that the cerebral capillaries are highlighted by NaF and the endothelial nuclei are labeled by DAPI, indicating that the tracers are delivered into the brain vessels by blood circulation, but unable to cross the boundaries of brain vessels or the BBB. These results suggest that adding small molecules directly to the culture water is a simple, reliable way to test BBB-penetrating drug candidates in the zebrafish model system.

**Fig. 4.**
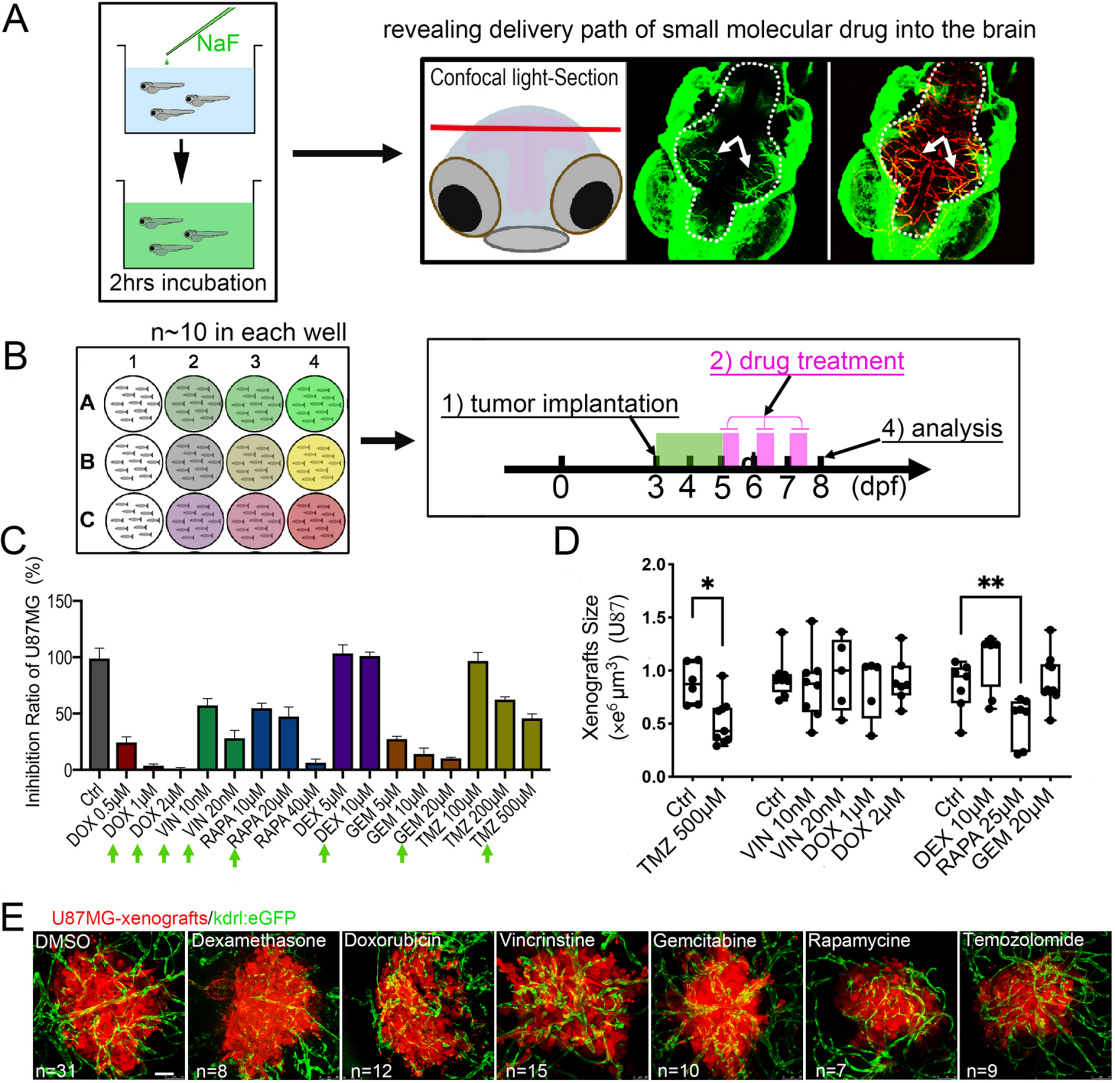
**Zebrafish GBM xenografts enable identification of BBB-penetrating drugs with *in vivo* activity on the tested GBM.** (A) Schematic showing the small-molecule chemical delivery path into the zebrafish brain (5 dpf) from culturing water. NaF (10 μM) was added directly to fish water 2 h before imaging. Within the brain, NaF was restricted to cerebral vessels (arrows), but not freely diffusing in the parenchyma. (B) Schematic showing the strategy of grouping and drug treatment using the zebrafish GBM xenografts (U87MG). (C) Graph showing the growth inhibition of U87MG *in vitro* after 3 days’ treatment by various drugs at different concentrations. Cell number was tested by MTT assay, and the concentrations further tested *in vivo* were marked. (D) Box and whisker plot showing the xenograft size in each group after the drug treatment, showing significant inhibition by TMZ and RAPA. Median (minimum and maximum) values are 0.8725 (0.67-1.1), 0.43 (0.29-0.95), 0.91 (0.719-1.36), 0.8765 (0.415-1.465), 1 (0.532-1.365), 1.032 (0.385-1.045), 0.865 (0.618-1.308), 0.945 (0.413-1.083), 1.247 (0.639-1.298), 0.624 (0.2116-0.731) and 0.816 (0.531-1.381) for control, TMZ 500 μM, control, VIN 10 nM, VIN 20 nM, DOX 1 μM, DOX 2 μM, control, DEC 10 μM, RAPA 25 μM and GEM 20 μM, respectively. (E) Representative images of intracranial xenografts (U87MG) after drug treatment. The numbers of evaluated samples are indicated. Scale bars: 50 µm. Ctrl, control; RAPA, rapamycin; TMZ, temozolomide; VIN, vincristine.

To test whether zebrafish GBM xenografts can efficiently identify BBB-penetrating drugs with *in vivo* activity, we tested six drugs that were previously evaluated for glioma treatment *in vitro* and *in vivo* (Arcella et al., 2013; Bastiancich et al., 2018; Kellie et al., 2004; Kikuchi et al., 2008; Ostermann et al., 2004). The testing procedure was standardized prior to experimentation (Fig. 4B). Overall, we found that all drugs except for dexamethasone (DEX) were able to inhibit growth of U87MG *in vitro* by 50-100% (Fig. 4C). *In vivo*, only rapamycin and temozolomide (TMZ) were able to significantly repress the growth of GBM xenografts (Fig. 4D,E). Rapamycin has been demonstrated to improve survival of tumor-bearing mice (Arcella et al., 2013), and TMZ is a U.S. Food and Drug Administration (FDA)-approved chemotherapy agent for treating high-grade glioma (Ostermann et al., 2004). The failure of DEX to inhibit the growth of U87MG cells *in vitro* or *in vivo* is consistent with its known function in managing vasogenic edema by reducing the permeability of cerebral vessels (Fig. 4D,E). Doxorubicin, vincrintine and gemcitabine inhibit U87MG cells *in vitro* by up to ∼100%, but had no detectable effect on GBM xenografts *in vivo* (Fig. 4D,E). Previous studies have indicated their incapability or inefficiency in crossing the BBB (Bastiancich et al., 2018; Kellie et al., 2004; Kikuchi et al., 2008). These results indicate the ability of zebrafish GBM xenografts as an *in vivo* model to identify BBB-penetrating antitumor drugs.

### zPDOXs reveal the intratumor heterogeneity of GBM cells from an individual GBM patient

To expand the zebrafish GBM model, we next sought to generate PDOXs from GBM patients. We first tried to establish GBM xenografts by directly injecting fresh GBM cell suspensions from two surgically resected patient samples (GBM#109 and GBM#24). Unfortunately, both failed to propagate in the zebrafish brain and died within 3 days. To circumvent this issue, we applied a short-term culture of the primary GBM cells prior to injection. For each sample, we tested three culturing methods, including the glioma organoid derivation procedure, the classical neurosphere enrichment method and the attached culturing procedure with serum. For the first generation, primary GBM cells grew robustly in all three culture systems and were enriched with GFAP^+^ and NES^+^ GBM cells (Fig. 5A). Compared with organoid and neurosphere cultured cells, attached culture GBM cells yielded the highest success rate, 58% (attached cells) versus 25% (neurosphere) and 9% (organoid) (Fig. 5A, right panel). The differentiation of primary GBM cells was evidenced by the low incidence of NES^+^ cell ratio and the presence of very long pseudopodia and synapse-like structures in the 3D Matrigel (Fig. 5A; Fig. S7). Compared with the organoid and neurosphere culture methods, although serum-containing medium did not result in the highest NES^+^ cell ratio, it enriched the most tumor cells during a short-term *in vitro* culturing (∼7-10 days) (Fig. S7), which, in our setting, is important to produce robust xenografts in zebrafish brain.

**Fig. 5.**
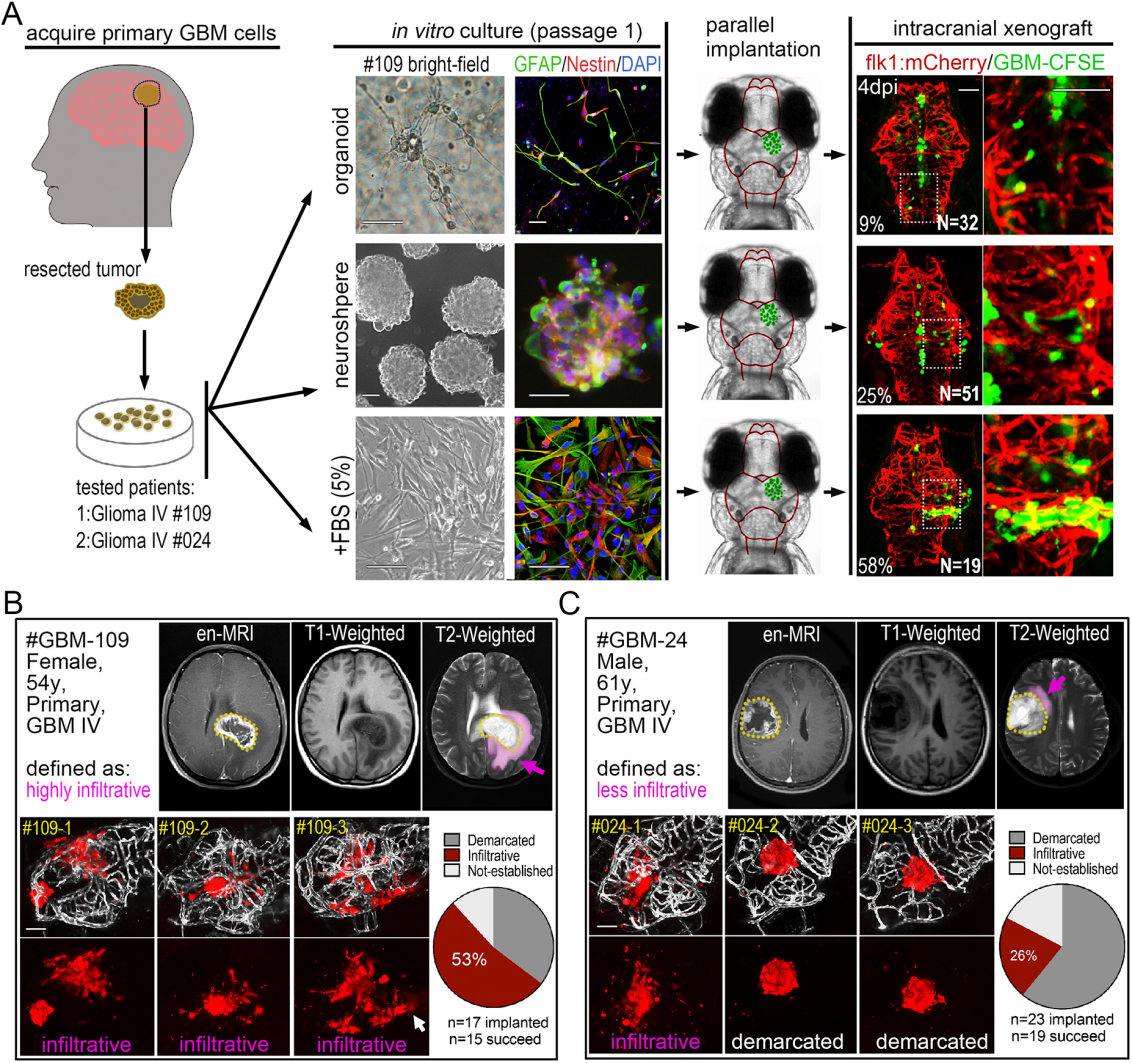
**Orthotopic engraftment of patient-derived GBM cells into the zebrafish brain.** (A) Left: schematic showing the acquisition of primary GBM cells from patients. Middle: bright-field and fluorescent microscopy of *in vitro* cultured primary GBM cells (passage 1) from the same patient as 3D organoid, neurosphere and attached single-layer cells. Immunofluorescence staining showing NES and GFAP expression in differently cultured primary GBM cells. Right: fluorescence microscopy of 4 dpi GBM xenografts from primary GBM cells (passage 1). Primary GBM cells were labeled with CFSE before injecting into zebrafish brain. Two patients (GBM#109 Grade IV and GBM#24 Grade IV) were tested. (B,C) Fluorescence microscopy of 4 dpi patient-derived GBM xenografts from GBM patients (GBM#109, B; GBM#24, C), showing the heterogeneous phenotypes (infiltrative or demarcated) of primary GBM xenografts. Top: #GBM109 was defined as highly infiltrative and #GMB24 was defined as less infiltrative by MRI. Pink labeling (pink arrows) in MRI images indicates the edema zone and potential infiltrating areas. Bottom: brain vasculature is highlighted by fake gray color (*kdrl*:eGFP). Xenografts with more than five individual infiltrating cell clusters (white arrow) were defined as infiltrative, otherwise they were defined as demarcated. The numbers of xenografts with different phenotypes were counted (pie charts). Scale bars: 100 µm.

Using the lentivirus-mCherry labeling, we further tested passage 2 cells of these two GBM patient samples. These two GBM samples were originally characterized by a radiologist and based primarily on the size of the edematous zone using postcontrast magnetic resonance imaging (MRI) (Yamahara et al., 2010) (Fig. 5B,C, pink labeling/arrows). GBM#109 was defined as highly invasive and GBM#24 was defined as less invasive. After labeling with lentivirus-mCherry, GBM cells from each patient were implanted into the zebrafish brain, and, by 4 dpi, robust xenografts were produced in most of the samples (*n*=15/17 for GBM#109; *n*=19/23 for GBM#24). Surprisingly, in contrast to the remarkably consistent xenograft phenotype from GBM cell lines, the xenograft phenotypes of patient-derived cells varied, ranging from infiltrative to demarcated (Fig. 5B). Considering the small number of primary GBM cells that were initially implanted in each zebrafish brain, we suspect that the phenotype variation of patient-derived xenografts may reflect the well-characterized intratumor heterogeneity of GBMs within individual patient tumors. To quantify the observed variability, we scored and calculated the percentage of infiltrative and demarcated phenotypes in each patient's xenografts. We found that, even though there was variability, one phenotype predominated: GBM#109 xenografts were 53% infiltrative, while GBM#24 xenografts were 26% infiltrative (Fig. 5B,C; Fig. S8). Ultimately, the predominant phenotype matched the GBM phenotype from each respective patient's MRI.

In summary, we have established a stable method for establishing a zPDOX model of GBM. Our zPDOX procedure can efficiently produce multiple xenografts (dozens) from individual patients within 20 days. Critically, the primary histopathological feature of an individual GBM sample can be ascertained by scoring and tallying phenotypes from multiple samples. These encouraging results raise the possibility of using zPDOX for co-clinical drug selection and patient-specific treatments.

### Comparison of short-term TMZ response in zPDOX with long-term prognosis of corresponding TMZ-treated GBM patients

TMZ is an oral alkylating agent used to treat GBM. Although it can cross the BBB, at least 50% of GBM patients do not respond to TMZ (Lee, 2016). Here, we sought to use the zPDOX model to predict TMZ sensitivity for specific GBM patients. Using our established procedure, we transiently cultured GBM tumor cells from five different patients (Table S3) and generated zPDOXs for each. The entire test, from tumor dissection to tumor imaging and measurement, was completed within 20 days following surgery (Fig. 6A).

**Fig. 6.**
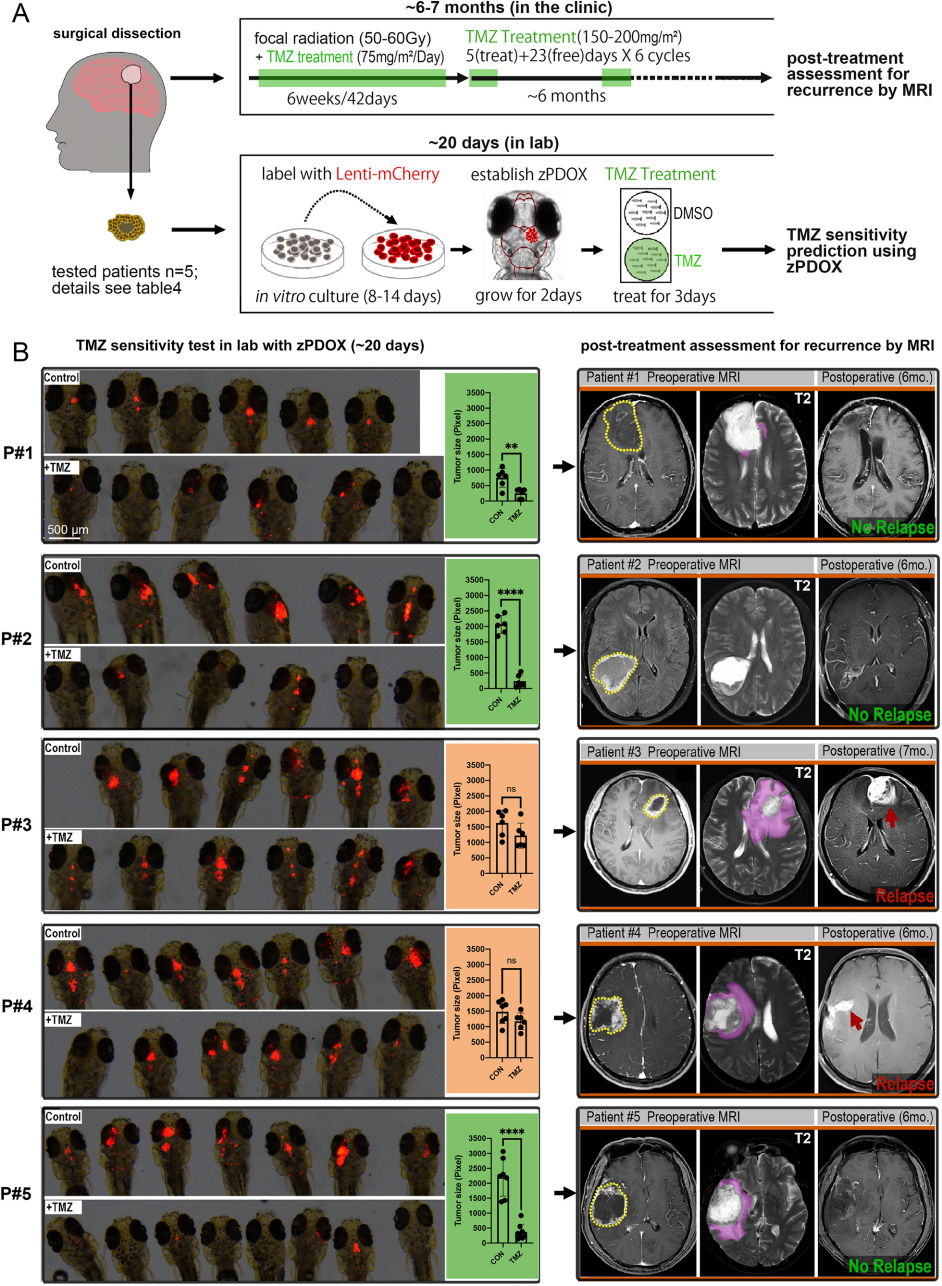
**Short-term TMZ response in zebrafish patient-derived orthotopic xenografts (zPDOXs) predicts the tumor relapse in GBM patients treated with TMZ.** (A) Schematic showing the procedure of clinical treatment of individual GBM patients and the parallel zPDOX operation in the laboratory. Right, top: after surgical dissection of the primary GBM tissue, the patient was subjected to standard radiotherapy and TMZ chemotherapy. Right, bottom: dissected GBM tissue was sent to the laboratory for establishment of the zPDOX and TMZ sensitivity test. (B) Comparison of short-term TMZ response in zPDOX in terms of tumor size inhibition ratio and the effect of TMZ on the corresponding patient in terms of tumor relapse (6-7 months later). Zebrafish recipients with zPDOX were imaged by a fluorescence stereomicroscope, and each xenograft was then scanned by a confocal microscope and measured by ImageJ. Graphs show the inhibition ratio of xenografts in terms of tumor size after 3 days' TMZ treatment. ns, not significant; **P<0.01, ****P<0.0001 (unpaired two-tailed Student's *t*-test). All five GBM patients were examined before surgery (Preoperative MRI) and ∼6-7 months after surgery (Postoperative) by MRI. Dotted line circles, gadolinium-enhanced tumor; pink labeling/arrows, vasogenic edema. Red arrows indicate tumor relapse. Scale bars: 500 µm.

For patient (p#)1, GBM xenografts in the zebrafish brain grew relatively slowly (produced *n*=12 samples on 3 dpi and divided into two groups). Following 3 days of TMZ treatment, the GBM xenografts almost completely disappeared, with only residual tumor mass detectable in some of the zebrafish brains. Thus, we concluded that p#1 GBM xenografts were sensitive to TMZ treatment. Consistently, 6 months after surgery, the patient displayed no detectable tumor progression or relapse following combined radiotherapy and TMZ treatment (Fig. 6B). For the other four patients, all established zPDOXs grew very robustly (*n*=12 for p#2, *n*=12 for p#3, *n*=13 for p#4 and *n*=15 for p#5). For each zPDOX, following the same TMZ treatment as we described for p#1-derived zPDOX, quantitative results showed significant inhibition of the xenograft size for p#2 and p#5, but not p#3 and p#4. Critically, 6-7 months later, according to the MRI results, p#2 and p#5 showed no indication of tumor progression or relapse. However, for p#3 and p#4, whose zPDOX only showed a weak response to TMZ treatment (some inhibition tendency, but no significant size inhibition ratio), obvious relapse was detected (6-7 months postsurgery).

By consulting postoperative medical records, we obtained the immunohistochemistry results for each patient (listed in Table S4). Previous studies (Butler et al., 2020; Lalezari et al., 2013) have found that high MGMT expression is significantly associated with poor patient survival or treatment response, resulting in TMZ treatment resistance. Indeed, pathological diagnostic results indicated a high level of MGMT expression and high percentage of KI67^+^ (also known as MKI67^+^) tumor cells (#p3 60%, #p4 50%) in the two patients with relapse. Thus, our results altogether indicated that short-term TMZ response in zPDOXs is strongly correlated with the incidence of tumor relapse in TMZ-treated GBM patients (6-7 months postsurgery), indicating the ability of zPDOXs in predicting the long-term clinical TMZ sensitivity or resistance of the residual GBM micrometastases in patients after surgery.

Although we have not yet gathered sufficient patient numbers to reach statistical significance, we provide compelling evidence from our proof-of-concept experiments that a larger clinical study is warranted. This larger study will help determine whether a short-term TMZ sensitivity assay in our zPDOX model can accurately predict long-term patient response to TMZ. Going forward, this assay will also likely be applicable to rapidly test response to other novel drugs or drug combinations.

## DISCUSSION

Orthotropic GBM animal models based on mouse and rat are valuable tools that are widely used in studies of cancer biology and drug discovery (Jacobs et al., 2011). However, these rodent-based GBM orthotropic models, whether transplanting GBM cell lines or patient-derived primary GBM cells, are generally expensive and time consuming, and studies are often limited by small experimental numbers and low reproducibility. In the past several years, zebrafish larvae have been introduced as a complementary animal model to study various human cancers (Fior and Ferreira, 2018; Fior et al., 2017; Yan et al., 2019) and have been successfully used for xeno-implantation of human GBM cells into the zebrafish larval brain (Hamilton et al., 2016; Welker et al., 2017, 2016; Zeng et al., 2017). In our previous studies, we transplanted human GBM cell lines (U87MG, U-251MG) into the zebrafish brain and found that a small compound, named TNB, could cross the zebrafish BBB and inhibit the progression of GBM cells (Zeng et al., 2017). In addition, Pudelko et al. transplanted both GBM cell lines and primary GBM cells into zebrafish blastulas, observing that GBM cells migrated from zebrafish blastomeres into zebrafish brain 24 h post-transplantation (Pudelko et al., 2018). Despite the unique advantages of the zebrafish larvae model system, including optic transparency, a naturally immature immune system and the large number of offspring produced for experimentation, the zebrafish-based GBM xenograft model is still not widely utilized in the GBM research field. This lack of utilization belies these and other documented experimental strengths. Here, we demonstrate that the zebrafish larva is a versatile model animal for GBM xeno-implantation and provide the most rigorous molecular characterization and histopathological comparison with mammalian models to date. We also demonstrate the existence of a molecularly and functionally intact BBB in zebrafish larvae, which allowed the study of interactions between infiltrating tumor cells and the BBB, and enabled us to carry out a proof-of-concept screening of BBB-penetrating drugs and predict drug sensitivity for individual GBM patients.

With our zebrafish model, we were able to monitor and document extensive intracranial invasion and tumor vascularization within GBM xenografts. Critically, we show that these characteristics vary depending on the source of implanted GBM cells and reveal the unique cellular responses that exist between and within GBM tumors. Intracranial invasion and redundant tumor vasculature are not only the most typical pathological features of human GBM, but also key factors that affect the prognosis and radiochemotherapeutic response in GBM patients (Hutchinson and Kirk, 2011; Kamb, 2005). By comparing our outcomes with previously published rodent-based GBM xenografts, we show that the zebrafish GBM xenografts can accurately phenocopy the specific histopathological characteristics of individual GBM cell lines. Moreover, for each specific GMB cell line, when dozens of zebrafish xenografts were produced, the phenotypes of the implanted xenografts were highly consistent and stable. These data demonstrated that GBM xenografts of diverse origins can consistently and robustly propagate in zebrafish brain, and that the zebrafish model system can faithfully reveal the histopathological heterogeneity of implanted GBM cells, indicating that it is a reliable animal model for biological and therapeutic studies of intracranial GBM microtumors.

Given the importance of the BBB for efficient delivery of GBM therapeutics, establishing reliable BBB models has been a top priority for GBM drug discovery. Although *in vitro* BBB models (Pardridge, 2005; Qian et al., 2017) have provided greater insight into specific aspects of GBM-associated BBB, they fail to capture the many complexities of the *in vivo* system, especially the dynamic interactions that occur between infiltrating GBM cells and host vascular cells. In the past, many studies indicated that the zebrafish was an easy and convenient model for BBB permeability assessment. By using transmission electron microscopy, Fleming et al. found that the structure of the zebrafish BBB was gradually formed from 3 dpf to 10 dpf (Fleming et al., 2013), and was similar to the mammalian BBB structure. In addition, previous studies (Li et al., 2017; Zeng et al., 2017) verified the BBB of zebrafish by using a fluorescent tracer of different molecular mass, and found that the fluorescent tracer was restricted to cerebral capillaries. However, the molecular and functional integrity of the BBB in zebrafish larvae is unclear, and its possible interaction with implanted GBM tumor cells has yet to be characterized. This information, relating to both the pathological behaviors of implanted GBM cells and the brain microenvironment of zebrafish larvae, is the fundamental basis for a reliable human GBM orthotopic xenograft model and possible application in therapeutic tests and drug screens.

Here, by using scRNA-seq and tracers of BBB function, we rigorously characterized the functional and molecular integrity of the BBB in zebrafish larvae. This work, in combination with zebrafish GBM xenografts and fluorescent BBB tracers, allowed us to establish live, *in vivo* imaging of the structural and functional changes that occur in the GBM tumor-associated BBB. Interestingly, as shown in previous mouse studies, we observed that the vascular structures in GBM xenografts are constantly altered, and, although not completely disrupted, the BBB function was gradually breached. As the BBB is a significant barrier to drugs penetrating GBM tumors, a breached BBB could potentially allow drugs access to a developing tumor. Although our model reveals that infiltrating GBM cells can breach the BBB, the magnitude of local BBB breaching from infiltrating GBM cells is likely to be insufficient to allow drug penetration in meaningful quantities. This is consistent with reports showing that brain regions experiencing tumor invasion are typically not enhanced by MRI (van Tellingen et al., 2015), even those with obvious peritumor cerebral edema. Use of our zebrafish model should help lead to a more profound structural and molecular understanding of how infiltrating GBM tumor cells dynamically interact with cerebral vasculature and the BBB and aid in the rational design of therapeutic strategies to improve the delivery of antitumor agents.

By optimizing an initial transient culture method, we have established a GBM PDOX model characterized by a high success rate for GBM propagation and rapid turnover time. We also demonstrate that the zPDOX model can accurately replicate and reveal patient-specific GBM phenotypes, making it a potentially powerful predicative tool for clinical outcomes. However, the number of tested patients is relatively small in this study, the degree to which drug efficacy in zPDOX predicts activity in human patients remains to be determined, and a future parallel study including more GBM patient samples is warranted.

Although zebrafish larvae offer many useful advantages, zPDOXs still have some inherent limitations compared with mouse-based patient-derived xenografts (PDXs). For example, human tumor cells and zebrafish have different maintained temperature, and tumor growth could be affected below 37°C. In addition, zebrafish larvae lack the human immune environment. Recent studies have established PDX models in humanized mice, which offer the added advantage over standard PDX models of being able to assay patient-specific tumor response in the mouse brain, and could better retain the biological and molecular features of human tumors (Welker et al., 2016; Zeng et al., 2017).

Overall, we have now established an alternative PDOX model using zebrafish larvae. As the number of GBM cells implanted into a single zebrafish is relatively small, dozens of xenografts can be established from a very small piece of patient GBM tissue. This allows for analysis of several samples per patient, which increases the chances of detecting internal clonal heterogeneity of the primary GBM, which can impact clinical prognosis and treatment plans. Given these advantages of high success rate, speed and high sample numbers per patient, the zPDOX model will be useful for rapidly evaluating drug response for clinical decision making in precision medicine.

## MATERIALS AND METHODS

### Transgenic zebrafish maintenance and establishment

Lines used in this study included Tg(*kdrl*:EGFP)^s843^, Tg(*kdrl*:mCherry)^uto2^ and Nacre mutant (*mitfa*w2, skin-pigmentation mutation). To avoid pigmentation, we established a *kdrl*:EGFP Nacre line by direct outcross and incross of *kdrl*:EGFP with Nacre fish. Zebrafish were maintained at 28.5°C with a 14-h light and 10-h dark cycle. Fish water was changed daily, and larvae that were more than 7 days old were fed twice a day with grinded brine shrimp. All zebrafish experiments were conducted in accordance with the guidelines of the Animal Care and Use Committee of Sichuan University (Chengdu, Sichuan, China) and approved by the institutional review board of the Medical Faculty at the West China Hospital, Sichuan University.

### Glioma cell lines and culture

Glioma cell lines U87MG, U-251MG, GL261 and C6 were purchased from American Type Culture Collection. These glioma cell lines were cultured in Dulbecco's modified Eagle medium (DMEM) (Gibco), containing 10% fetal bovine serum (FBS) (Gibco) and 1:100 penicillin/streptomycin (Invitrogen) at 37°C with 5% CO_2_. Adherent cells were detached and dissociated with 0.025% trypsin (Gibco) for 2 min. The GSCs (BNI-21, BNI-23) were cultured in Stem Cell Medium [neurobasal medium (Gibco) containing 2% B27 (Gibco), 10 ng/ml bFGF (R&D Systems), 20 ng/ml EGF (R&D Systems), Glutamax (Invitrogen), sodium pyruvate (Invitrogen) and antibiotics (Invitrogen)]. All human cell lines used in this work were authenticated just prior to use. To establish stable mCherry-expressing glioma cell lines, wild-type glioma cells were infected with lentivirus containing a cytomegalovirus (CMV) driving mCherry gene. Fluorescence-activated cell sorting (Aria, BD Biosciences) was applied to sort the cells with same fluorescent intensity 48 h postinfection. The stable mCherry-expressing cells were cultured in normal conditions.

### Zebrafish xenograft injection

We tested to inject GBM cells into zebrafish brain at 2, 3, 4 and 5 dpf, and compared the success rate and growth of implanted GBM xenografts. We found that injecting GBM cells at 3 dpf yielded a higher success rate and allowed a relatively long observation window. The 5×10^6^ mCherry-expressing glioma cells (U87MG, U-251MG, Gl261 and C6, ∼100 cells per fish) were suspended in 50 μl basic DMEM and loaded into a borosilicate glass needle pulled by a Flaming/Brown micropipette puller (Narishige, PN-30). Zebrafish larvae at 3 dpf were anesthetized with 0.2 mg/ml Tricaine (Sigma-Aldrich) before tumor injection. To establish the experimental zebrafish glioma model, a 3-5 nl suspension containing ∼100 cells (Fig. S1) was injected into the TeO of *kdrl*:EGFP Nacre zebrafish larvae (Fig. 1B). Recipient zebrafish larvae injected with tumor cells were maintained in fish water containing the antibiotics at 33°C. Twenty-four hours postinjection, zebrafish with cellular debris or cells in the ventricle were discarded. Around 100 tumor cells in midbrain parenchyma of zebrafish brain were regarded as successful injection of zebrafish, and these injected zebrafish were randomly collected to each group separately until the end of the experiment.

### scRNA-seq for GBM cells implanted in zebrafish brain

We conducted scRNA-seq to reveal transcriptome changes of GBM cells after implanting in zebrafish brain. The experimental strategy is outlined in Fig. 2A. For GBM cells, zebrafish were injected with GBM-U-251MG-mCherry cells and allowed to form widespread, tumor invasions for 4 days. At 4 dpi, the brains of the zebrafish larva were isolated using tweezers. Under the fluorescence stereomicroscope, the core area and tumor invasion area of the glioma xenografts from the zebrafish brain were divided into two dishes, and completely disaggregated using 1 mg/ml papain and 1 mg/ml DNase at 37°C for 30 min. After digestion, a single-cell suspension was made by resuspending the cells in DMEM with 2% FBS. Simultaneously, GBM-U-251MG-mCherry cells maintained in culture were trypsinized and resuspended in DMEM with 2% FBS. The mCherry-positive single cells from the cell suspension were sucked up into a vial containing lysis buffer by a borosilicate glass needle under a fluorescence micromanipulation system (TransferMan NK 2, Eppendorf). Four tumor cells from the *in vitro* culture system, nine tumor cells from the tumor core area and eight tumor cells from the tumor invasion area were sucked up to prepare the scRNA-seq library. The scRNA-seq library was prepared according to the Smart-seq2 protocol (Picelli et al., 2013). Samples were sequenced using a HiSeq2500 (Illumina) with ∼20 million reads per sample, using 150-bp paired-end reads. The RNA-seq reads were aligned to the reference genome (GRCh39/GRCz10) by STAR_2.6.0a. Transcript abundance was normalized and measured in fragments per kb of exon per million fragments mapped (FPKM). Differential gene expression was analyzed by DESeq2. Genes with false discovery rate≤0.05 were counted as differentially expressed genes.

### PCA and GO analysis

We performed a PCA analysis of the gene expression values (FPKM) for all samples. In the PCA diagram, the samples between the groups should be dispersed, and the samples in the group should be brought together. In order to reflect the difference in gene expression between samples, we used hierarchical clustering to cluster the gene expression values and homogenize the lines of expression data. Genes or samples with similar expression patterns in the heat map will be clustered together, and the color in each square reflects the expression of the gene. In addition, we used the GO database, which contained biological processes and cellular components. GO function enrichment uses *P*<0.05 as the threshold for significant enrichment. All heatmap analyses were generated using the software Gene-E.

### scRNA-seq for endothelial cells of zebrafish

To detect BBB-related gene expression by ECs in zebrafish brain and the body trunk, the *kdrl*:EGFP zebrafish (5 dpf, *n*=5) were used to obtain ECs. Under the stereomicroscope, the brains of the zebrafish larva were isolated using tweezers. The brain and body trunk of zebrafish larvae were divided into two dishes and completely disaggregated. Under the fluorescence stereomicroscope, a single GFP-expressing EC from cell suspension was sucked up by a borosilicate glass needle. Nine cerebral ECs and three body ECs were sucked up to prepare the scRNA-seq library. The scRNA-seq library was prepared and data analyses performed as above.

### GSEA

The BBB gene set contains 20 tight junction-related genes, 25 CLDN genes, 407 solute carrier transporter genes and 53 ATP-binding cassette transporter genes. The zebrafish gene symbols were mapped to their human orthologs using the DIOPT tool (http://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl). From the zebrafish RNA-seq data set, we created a BBB-related list of genes either upregulated or downregulated in the zebrafish cerebral ECs versus trunk ECs, and these were input into GSEA as GCT files. In addition, we used heatmaps to show the BBB-related gene expression patterns between cerebral and body ECs.

### Pericardium microinjection of Dextran Blue, DAPI and NaF

In order to *in vivo* monitor the permeability of cerebral and body vessels in zebrafish, NaF (376 Da; Sigma-Aldrich), DAPI (350 Da; Sigma-Aldrich) and Dextran Blue (10,000 Da; Invitrogen) were dissolved in PBS to final concentrations of 2 mg/ml, 1 mg/ml and 5 mg/ml, respectively. Approximately 5-10 nl of tracers were injected into each common cardinal vein using glass capillary needles. Injected zebrafish were washed twice with fresh fish water, and confocal live images were taken within 1-2 h after the tracer injection.

### Human tissue processing and primary culture

All samples used for zPDOX establishment were obtained from patients who were diagnosed with GBM by enhanced MRI and pathological diagnosis at West China Hospital (Table S3). Written informed consent was obtained from all patients. Our study was approved by the institutional review board and ethics committee of Sichuan University. The fresh GBM tissues were digested into single cells by Accutase (Sigma-Aldrich) for 30 min at 37°C, and further washed with cold PBS (three times) with gentle vortexing. The single-cell suspensions were collected and passed through a 70-μm strainer (Millipore). These human primary GBM cells were cultured using three cell culture methods: organoid culture, neurosphere culture and adherent culture (Hubert et al., 2016). For 3D organoid culture, red blood cells were removed by brief hypotonic lysis, and GBM cells were counted for cell number and viability using Trypan Blue. Around 105 cells were mixed with 20 μl Matrigel (Corning), and dropped into a 24-well plate. After solidifying (15 min, 37°C), the gels were overlaid with 500 μl Stem Cell Medium. For neurosphere culture (Jacob et al., 2020), we resuspended the human GBM cells in 10-20 ml neurobasal medium plus all additives and incubated them at 37°C overnight. The next day, we lysed red blood cells and change the medium (Stem Cell Medium). The GBM stem cells were cultured for 1 week to form neurospheres. For adherent culture, human GBM cells were cultured in (DMEM/F12) (Gibco), containing 2% B27 (Gibco), 10 ng/ml bFGF (R&D Systems), 20 ng/ml EGF (R&D Systems), 5% FBS (Gibco) and 1:100 penicillin/streptomycin (Invitrogen).

### Establishment of zPDOXs

To compare three cell culture methods for the establishment of zPDOX models, we injected human primary GBM cells into zebrafish brain using the three cell culture methods, organoid culture, neurosphere culture and adherent culture. Before injection, the cultured human primary GBM cells were digested into single-cell suspensions. These cells were labeled *in vitro* using the carboxyfluorescein succinimidyl ester (CFSE) vibrant cell labeling solution (Life Technologies), at a final concentration of 1 mmol/l in 0.1% bovine serum albumin in DMEM for 30 min at 37C in a 5% CO_2_ atmosphere, as previously reported. The CFSE-labeled GBM cells were injected into zebrafish brain as described above. The comparison of human GBM engraftment zebrafish brain at 3 dpi was identified by a Zeiss LSM 880 confocal microscope.

### Zebrafish xenograft drug administration

In order to find a convenient and quick zebrafish administration method for glioma xenografts, fluorescent NaF tracer (10 μM) and DAPI (1 μM) were directly added to fish water containing zebrafish at 5 dpf, and the zebrafish were incubated for 2 h (Fig. 4A). Fluorescent staining of zebrafish was detected by the Zeiss LSM 880 confocal microscope and was used to monitor the delivery route of small-molecule chemicals into the brain. Six anticancer drugs, associated with treatment of glioma, were chosen from the Selleck Anti-cancer Compound Library. These six anticancer drugs – TMZ (500 μM), vincristine (10nM-20 nM), doxorubicin (1 μM-2 μM), DEX (10 μM), rapamycin (25 μM) and gemcitabine (20 μM) – were tested *in vivo* and *in vitro*. Concentrations of these drugs were determined by zebrafish maximum-tolerated concentration and effective tumor concentrations tested *in vitro*. Zebrafish xenografts with the same tumor size were randomly distributed in the treatment group and control group on 2 dpi. Drugs were added directly to fish water, and the drug was changed daily for the next 3 days. The corresponding concentration of dimethyl sulfoxide was added to the control group. After 3 days of treatment, the regression of the tumor in zebrafish xenografts was identified under the fluorescence stereomicroscope. Tumor size was determined by quantifying the 2D image area using ImageJ and multiplying by the average mCherry fluorescence intensity.

### zPDOX TMZ administration details

After a week of culture, human primary GBM cells were infected with lentivirus containing a CMV driving mCherry gene. The stably expressed mCherry GBM cells were injected into zebrafish brain as described above. The standard chemotherapy drug for high-grade GBM, TMZ, was used to test whether a short-term response to TMZ treatment in zPDOX would anticipate a delay in relapse in the matching patients. TMZ was dosed and administered as described above.

### Hematoxylin and Eosin (H&E) staining

The zebrafish xenograft was fixed in 4% paraformaldehyde, embedded in paraffin and sectioned at 3 μm thickness. Sections were stained with H&E for routine histopathological analysis.

### EdU labeling and MTT assay

For EdU labeling, we added the EdU (500 mM) to the zebrafish water at 2 dpi, fixed the sample after 12 h and used the Click-iT EdU Kit (Invitrogen) to label the proliferating cells according to the manufacturer's instructions. MTT assay was performed according to the manufacturer's instructions (Solarbio, M1020).

### Immunofluorescence

The *in vitro* cultured human primary GBM cells were fixed in 4% formaldehyde. Primary antibodies used were anti-human NES (rabbit, ab105389, Abcam) and anti-human GFAP (mouse, ab10062, Abcam), at 1:100. Secondary antibodies used were Alexa Fluor goat anti-mouse 488 (A-10667, Thermo Fisher Scientific; 1:400) and Alexa Fluor goat anti-rabbit 594 (A-11012, Thermo Fisher Scientific; 1:400). Nuclei were counterstained with DAPI.

### Live zebrafish imaging and qualification

For the entire zebrafish images, the anesthetized embryos were mounted in 0.08% methyl cellulose. Both fluorescent and bright-field images were taken by a Zeiss SteREO Discovery V20 stereomicroscope (Carl Zeiss, Germany). The whole brain of zebrafish was imaged with a Zeiss LSM 880 confocal microscope with Airyscan (Carl Zeiss) under a 20× lens with a total depth of 100 μm. For whole-brain *z*-stack images, maximum projection images were created from 100 μm stacks (10 μm per confocal slice) using ZEN blue software (Carl Zeiss). Tumor size was determined by quantifying the 3D image area of mCherry fluorescence using Imaris software (Biplane) (Fig. S6). For digital living image of tumor proliferation and angiogenesis, zebrafish embryos were mounted in low-melting-point (LMP) agarose (1.5%, w/v) at the bottom of a 29 mm glass-bottom dish and covered with fish water at 28°C. The micrograph images were taken with the Zeiss LSM 880 confocal microscope with Airyscan under a 20× lens with a total depth of 200 μm. To calculate the infiltration distance of tumor cells from core margins, the infiltration distance of tumor cells was measured by the ZEN blue software, and the digital tumor images were 3D reconstructed by Imaris. For detection of the BBB function in zebrafish larvae, the maximum projection images were analyzed by Profile in ZEN blue, which showed the fluorescence intensity of vessels and Dextran Blue.

### Clinical human GBM data

All patients in our study received the standard concurrent chemoradiotherapy after operation. The clinical data and specific chemoradiotherapy regimen of each patient are listed in Table S3. The surgeon resected the tumor during the operation, and no tumor residue was found by postoperative MRI. The recurrence of GBM was confirmed by enhanced MRI at 6-7 months after the operation. The enhanced MRI images were assessed by two radiologists independently, and disagreements were resolved by discussion or the involvement of the third radiologist. All clinical investigation was conducted according to the principles expressed in the Declaration of Helsinki.

### Statistical analysis

In all experiments, zebrafish were randomly assigned to experimental groups. GraphPad Prism software was used for statistical analysis. All datasets were challenged by a normality test. Datasets with a normal distribution were analyzed by unpaired two-tailed Student's *t*-test. *P*<0.05 was considered statistically significant.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

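The series lists 22 samples of the human glioblastoma line GBM-U-251MG-mCherry, and the deposited tables hold 21 single cells of it and 12 single endothelial cells (ECs) of zebrafish larvae. Each library holds 1 cell, made by the Smart-seq2 protocol and read as paired ends. The authors aligned the reads with STAR and deposited raw counts of reads per Ensembl gene, without normalization. The authors also deposited FPKM, which from the values equal the count times 1 constant per gene and 1 factor per cell, with the total of each cell rounded before the division and without the spike-ins. The length the FPKM imply lies within 5% of the summed length of the distinct exons of GENCODE v29 for 64.1% of 23253 genes, and of the union of exons for 37.3%, so FPKM do not compare well between genes. The counting program, the use of strand and the annotation version are not given in the sources used here. The paper writes its genome as GRCh39/GRCz10. Of 58302 human identifiers, 58039 are in GENCODE v29, from which symbols and coordinates on GRCh38 were taken. The zebrafish files give identifiers alone, and no symbols for them were held, so named zebrafish genes, and every list of them, were not analysed here.

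GBM cells were grouped by the cell numbers in Fig. 2C and Fig. 2E, where every reading of the labels' numbers gave the same group: 3 cultured cells, 8 core cells and 6 infiltrating cells. The other 4 cells with counts entered only the alternative in which each cell takes the group of its number. ECs were grouped by their labels, 9 cerebral and 3 trunk. No label names the animal or culture of a cell, so each group counts as 1 sample, cells were not used as replicates, and no test was made between groups. The paper's tests by DESeq2 and its GO and gene set analyses were not repeated.

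The 17 grouped GBM cells had 38606560 reads on genes in all, 7307994 of them in cultured and 31298566 in xenograft cells. Without a read over all of them, a gene can be at 0.0777 CPM at most (95% bound). Cerebral ECs had 9850525 reads on genes and trunk ECs 1805602. The 92 spike-ins were left out of all totals, and took 0.970% to 1.80% of the reads of cultured cells and 0.744% to 5.03% of those of xenograft cells. Genes detected were counted after the counts of each cell were thinned to 1437782 reads in GBM cells and 383051 in ECs.

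Groups were compared by the log2 ratio of CPM, from reads summed over the cells of a group and divided by their summed totals, with an exact conditional binomial interval. A gene needed 10 summed reads in each group to enter a summary over all genes, and 10 reads over both groups together to count in a list. Where 1 group had no read, the ratio was computed against a floor of 3 reads over the group and is a bound. Genes named in the text are those the study names for these experiments or labels in Fig. 2E, together with the 5 highest and 5 lowest ratios of each comparison among genes with at least 50 CPM in the higher group and at least 5 reads in each of its cells. For ECs, whose genes have no symbols here, 2 identifiers in each direction are printed. Any other gene was named as a member of a list. One member of the mesenchymal list is not reported here. The median log2 ratio of a list was placed among those of 10000 random lists of the same size, matched on expression. Principal components and average linkage on 1 minus Pearson's r used log2(FPKM + 1) of genes with an FPKM of 1 or more in at least 2 cells.

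The ratios and lists were tested on simulated Poisson counts drawn from the means and totals of the real cells, with 200 genes changed. Cells of a group shared 1 mean per gene and genes were drawn independently. The simulation therefore checks the computation under counting error only. It cannot show how the intervals or lists behave with the spread between real cells, amplification or genes that vary together. The direction was right for 200 of the 200 in xenograft against cultured cells (10970 genes), 200 in core against infiltrating cells (10562 genes) and 199 in cerebral against trunk ECs (6335 genes), and the 95% interval held the true value for 191 in each. Of 100 unchanged lists, 1, 6 and 3 fell outside the central 95% of random lists.

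Alternatives covered the weight of each cell, the unit, the scaling, the filter on low counts, the cells included, the distance, the linkage and the depth. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.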

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

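The tests of the patterns in this part were all chosen after the results were seen. In 28 groups of 6 to 9 cells, a highest or lowest cell was compared with its nearest neighbour by Dixon's criterion. In 4 groups it lay further off than the 95% limit. For values near a normal distribution, chance passes the limit in about 1 in 20 groups, or 1.40 here. SNAI1 and CDH5 were at 0 in most core cells, so this number does not hold for them. The labels give no condition that sets these single cells apart, so no biological explanation was tested for them.

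SNAI1 was at 11.1 CPM in core cell 8, and the next core cell was at 2.96 CPM. Core cell 8 had 1437782 reads on genes, where the median of core cells was 2266156, but CPM are already divided by these reads, so the comparison decides nothing. The 16 reads come from amplified cDNA of 1 cell, and how many molecules stand behind them was not tested.

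CDH5 was at 0.435 CPM in core cell 12 and at 0 in the other core cells. The value is 1 read, and the distance from the others says nothing beyond that read.

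CTDSP2 was at 72.0 CPM in infiltrating cell 14, and the next infiltrating cell was at 34.9 CPM. The cell had 2207295 reads on genes, where the median of infiltrating cells was 2233905, which decides nothing because CPM are already divided by these reads, and no other explanation was tested.

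In cerebral EC D3, 1 gene took 38.4% of the reads, against 19.4% for the top gene of the next cerebral EC. The same gene was the most counted in 4 cells, with a median of 4.02% in the other cerebral ECs and at most 2.40% in trunk ECs. Little RNA left in the cell would lower the number of genes, but D3 had 6937 genes detected at equal depth, where the median of cerebral ECs was 4546. What the gene is was not analysed here.

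IFIT3, a gene the paper does not discuss, was at 5470 CPM in core cell 5 and at 1336 CPM in core cell 11, whereas the highest cultured cell was at 5.98 CPM and the highest of the other xenograft cells at 18.4 CPM. Other interferon-induced genes, chosen after some values had been seen, were high in the same cells: ISG15 at 8403 and 14205 CPM (at most 169 in the other xenograft cells), IFIT2 at 7210 and 2368 CPM (15.2) and WARS at 2636 and 5090 CPM (209). MX1, chosen with them, was at 10.9 and 1.13 CPM, below the 32.6 CPM of another xenograft cell. A few molecules of 1 gene amplified by chance would not raise many genes in the same cells. Of 15 interferon-induced genes whose values had not been looked at, 13 had at least 10 reads, and 8 of these had core cells 5 and 11 as their highest 2 cells, where chance gives 0.0956. This argues against chance amplification. Of the same 15 genes, RSAD2 was at 5601 CPM in core cell 5 and at 0.563 CPM in core cell 11, and IFNB1 had no read. As a list, with xenograft over cultured cells, the 13 genes had a median log2 ratio of at least 5.40 (the median gene had no cultured read), above 100% of matched random lists. The 10 genes seen before had a median of 3.30, and since they were chosen with their values known, their place among random lists says nothing. A response of these 2 cells to interferon or to nucleic acid is a candidate explanation that no condition in the labels tests.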

How the results depend on the processing

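The alternatives were set before the data were examined, apart from 2 chosen after seeing the data: EC clustering without the 10 most-counted genes, and hypoxia targets on thinned counts. No paired analysis was possible because the cells carry no number shared between groups and no result comes from a test.

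The median absolute log2 ratio of xenograft over cultured cells, 0.62, became 0.64 with totals without the 10 most-counted genes, 0.70 as the difference of the medians of log2(CPM + 1), and 0.62 with cells assigned by number. With single cells left out it ranged from 0.62 to 0.74. For cerebral over trunk ECs, 1.32 became 1.27 as the mean of CPM, 1.27 as the mean of FPKM, 1.199 centred on the median gene, 1.22 without the 10 most-counted genes and 1.40 as the difference of the medians, and ranged from 1.28 to 1.68 with single cells left out. The cause was not tested.

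For the genes named in xenograft against cultured cells, 567 of 757 values under alternatives moved by no more than their counting interval, 189 moved without reversing, among them SNAI1 to 0 as the difference of the medians, which has no direction, and 1 reversed: WARS, at -0.047 as the difference of the medians. In core against infiltrating cells, of 32 genes 6 stayed, 24 moved and 2 reversed when cells were assigned by number, CST3 to 0.022 and CIRBP to 0.20. For the 4 zebrafish identifiers, 50 of 67 values stayed and 17 moved, with 0 reversed. Of these 17, 16 were values of ENSDARG00000043802, whose ratio is a bound without a counting interval. BMP4 and NAV2 in xenograft against cultured cells are such bounds too, and all 22 values of each counted as moved.

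The silhouette width of cultured against xenograft cells, 0.342, was 0.151 over 500 genes, 0.394 over all expressed genes, 0.0131 for FPKM without a logarithm, 0.259 for log2(CPM + 1) and 0.451 with cells assigned by number. It ranged from -0.0139 (without cultured cell 3) to 0.279 (without cultured cell 2), and was 0.00264 without cultured cell 1. That of core against infiltrating cells was at or below -0.0109, its value for FPKM without a logarithm, in all settings run. The cause was not tested.

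In the clustering of GBM cells, 13 xenograft cells lay on the side of the cultured cells at the first split. This became 10 with the Euclidean distance of FPKM, where the smallest branch with all cultured cells also held 10 others, 11 with complete linkage and 16 with cells assigned by number. For ECs, 6 cerebral cells lay on the side of the trunk cells. This became 8 with Spearman's rho, 0 with the Euclidean distance of log2(FPKM + 1), 7 with that of FPKM, where the smallest branch with all trunk ECs held 6 others, and 5 with complete linkage. The cause was not tested.

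The hypoxia targets stayed below 0 in all settings run, at -1.49 as the mean of FPKM and -0.92 without the glycolysis list. The mesenchymal list stayed above 0, at 1.03 with cells assigned by number, and ranged from 0.48 (without cultured cell 3) to 1.15 (without cultured cell 1). Counting a gene from 5 reads lowered the genes detected, by construction, to 9014 in cultured, 9327.5 in core, 8707.5 in infiltrating and 9072 in all xenograft cells, and from 4546 to 3537 in cerebral ECs and from 3158 to 2624 in trunk ECs. Depth limits SNAI1, TWIST1 and CDH5 most among the genes the study's text names, with 1 or 2 reads in 1 of the groups. Alternatives for the set of blood-brain barrier genes were not run, since zebrafish symbols were not held.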

Differences from the paper's values

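The paper states about 20 M reads per sample. The median number of reads counted on genes was 2.236858 M over the 17 grouped GBM cells, and 2.234234 M when cells were assigned by number, so the difference remained under that alternative, the only planned one that changes this value. The paper's number is of reads sequenced and the value here is of reads counted on genes, which are different quantities.

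Of the 22 genes labelled in Fig. 2E with enough reads for a ratio, 22 changed in the direction the figure shows. Since the figure was made from the same cells, this is no independent support. PLCD1 is shown as higher in xenograft cells, with 10 of them coloured as high, but it had 0 reads in each of the 17 grouped cells. Of all 21 cells, 1 had reads of it, 30 in number. That cell is in no group here, and by its number it would be an infiltrating cell.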

Other observations

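The tests on the xenograft cells with as many genes as cultured cells, hypoxia targets, trunk ECs, the first split of ECs and astroglial genes were chosen after the results were seen, and the others before.

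The colours of Fig. 2E give a check of the cell numbers. For 15 of the 17 grouped cells, the colour pattern over the figure's genes correlated best with the deposited cell of the same number, and for 18 of all 21. The 2 grouped cells that did not are both infiltrating: the colours of cell 14 correlated better with deposited cell 4 (r of 0.729, against 0.621 with cell 14) and those of cell 15 with core cell 7 (0.524 against 0.443). For the other 15, this fits the use of the numbers in the labels as those of the figure. FYN and WASF2 have the same colour class in 21 of 21 cells of the figure, although FYN had 0 reads in 4 of the 17 grouped cells and WASF2 in 0 of them.

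CIRBP was higher in xenograft cells, which came from larvae kept cooler than the cultures. With cooler housing, RBM3 would be higher and heat-inducible chaperones lower. RBM3 was at 1.59, the 2 cold-inducible genes together at 1.67 (above 99.5% of matched random lists; 1 of them is named by the study), and the 11 chaperones had a median log2 ratio of -0.88, all 11 lower and above 0.745% of random lists. Cooler housing is therefore a candidate explanation, alongside the brain itself, since both come with the same cells.

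NR4A1 is an immediate-early gene, and the xenograft cells alone went through the enzymatic dissociation of a brain. The immediate-early list had a median of 1.48, with 14 of 20 genes higher and above 100% of random lists (1 member is named by the study). This is consistent with dissociation, which cannot be separated by this design from an effect of the brain.

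The separation of cultured and xenograft cells had a silhouette width of 0.346 after thinning to equal totals, which argues against fewer reads as its cause. The 7 xenograft cells with at least as many genes detected as the lowest cultured cell still had a silhouette width of 0.342 against the cultured cells, which argues against fewer detected genes. The hypoxia targets stood at -1.04 with totals without the 10 most-counted genes, which argues against a few abundant genes as the whole cause. They stood at -1.44 after thinning, which decides nothing on fewer reads because CPM are already divided by the reads. Oxygen in the culture and in the brain was not measured in these data.

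Trunk ECs had a median of 3158 genes detected at equal depth, below the 4546 of cerebral ECs. With 3 trunk cells, a lower RNA content and a difference in the quality of the libraries cannot be told apart. The first split of the ECs took off the same 3 cells, C1, C2 and D3, without the 10 most-counted genes. Leaving out so few of 11303 genes hardly moves r, so a few genes taking most of the counts stay open as an explanation. No biological explanation was tested.

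Of 20 astroglial and glioma genes, 12 had no read in any of the 17 cells, among them GFAP, NES, S100B and SOX2, which leaves at most 0.0777 CPM each and argues against too few reads. Of the 12 genes, 7 overlap no other gene of GENCODE v29, which argues against reads lost to overlapping genes. The 6 members with enough reads had a median of -0.11 (above 56.0% of random lists; 1 is named by the study). Of the 20 astroglial genes 4 had an FPKM of 1 or more in every cultured cell, and of 20 epithelial genes 6, with KRT8 at 3589 CPM and KRT18 at 1789 CPM in cultured cells, but EPCAM and CDH1 had no read, and the list's median log2 ratio of xenograft over cultured cells was -0.55 (above 2.46% of random lists). Cells of another type or line may stand behind this, and cannot be told apart from a state of U-251MG cells in this culture, since no reference profile of the line was held.

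Other lists, as log2 ratios of xenograft over cultured cells, had a median of -0.19 for 20 S phase genes (above 75.8% of random lists), 0.73 for 21 G2 and M phase genes (100%), -0.26 for the 5 of 17 neuronal genes with enough reads (17.6%; 12 had no read), and -1.02 for 13 genes of the mitochondrial genome (0.24%). The 3 cultured cells lay far apart on G2 and M phase genes, with TOP2A from 1.45 to 112 FPKM and PLK1 from 0 to 28.7 FPKM. The median of that list therefore depends on which cultured cells were picked.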
